# An Esrrb and Nanog Cell Fate Regulatory Module Controlled by Feed Forward Loop Interactions

**DOI:** 10.3389/fcell.2021.630067

**Published:** 2021-03-19

**Authors:** Ana Sevilla, Dimitri Papatsenko, Amin R. Mazloom, Huilei Xu, Ana Vasileva, Richard D. Unwin, Gary LeRoy, Edward Y. Chen, Francine E. Garrett-Bakelman, Dung-Fang Lee, Benjamin Trinite, Ryan L. Webb, Zichen Wang, Jie Su, Julian Gingold, Ari Melnick, Benjamin A. Garcia, Anthony D. Whetton, Ben D. MacArthur, Avi Ma’ayan, Ihor R. Lemischka

**Keywords:** stem cells, epigenetics, multi-omics network, feed forward regulatory loops, proteomics

## Abstract

Cell fate decisions during development are governed by multi-factorial regulatory mechanisms including chromatin remodeling, DNA methylation, binding of transcription factors to specific loci, RNA transcription and protein synthesis. However, the mechanisms by which such regulatory “dimensions” coordinate cell fate decisions are currently poorly understood. Here we quantified the multi-dimensional molecular changes that occur in mouse embryonic stem cells (mESCs) upon depletion of Estrogen related receptor beta (Esrrb), a key pluripotency regulator. Comparative analyses of expression changes subsequent to depletion of Esrrb or Nanog, indicated that a system of interlocked feed-forward loops involving both factors, plays a central part in regulating the timing of mESC fate decisions. Taken together, our meta-analyses support a hierarchical model in which pluripotency is maintained by an Oct4-Sox2 regulatory module, while the timing of differentiation is regulated by a Nanog-Esrrb module.

## Introduction

Understanding how embryonic and induced pluripotent stem cells (ESCs and iPSCs, respectively) regulate cell fate decisions is crucial to realizing their biomedical potential (Liu et al., 2020). The pluripotent state is maintained by intrinsic and extrinsic signals that converge on a network of core transcription factors (TFs) including Oct4, Sox2, and Nanog among others (Boiani and Schöler, 2005; Ivanova et al., 2006; Wang et al., 2006; Chen et al., 2008; Papatsenko et al., 2015; Verneri et al., 2020). These factors are interconnected via transcriptional and protein-protein interactions (Wang et al., 2006; Pardo et al., 2010; van den Berg et al., 2010). However, the exact order of these interactions and the overall molecular mechanisms of the pluripotency network remain unclear.

The diverse phenotypic outputs of the core transcriptional puripotency and self-renewal network are directly or indirectly determined by genetic programs regulated via TF binding to the promoter regions of pluripotency regulators and differentiation inducers and this is mediated through changes in epigenetic states of DNA and chromatin at specific loci. From this point of view, network regulatory functions have clear multidimensionality. While previously many studies were focused on one or two dimensions (e.g., mRNA expression and/or TF binding) at a single time-point, now more studies are starting to address the dynamics of multidimensionality of regulatory networks as they process biological information during cell fate transitions (Lu et al., 2009; Verneri et al., 2020). The goal of the current study is to elucidate global dynamic changes across multiple regulatory dimensions promoted by the depletion of Estrogen related receptor beta (Esrrb), a major core pluripotency TF.

The orphan nuclear receptor Esrrb first emerged as a core pluripotency TF when it was shown that depletion by shRNA results in loss of pluripotency accompanied by differentiation toward epiblast-derived lineages, such as mesoderm and neuroectoderm (Ivanova et al., 2006; Festuccia et al., 2018). Further evidence came from observations that Esrrb can substitute cMyc and Klf4 in iPSC reprogramming (Feng et al., 2009). Interactions of Esrrb with Oct4 and Nanog were demonstrated using genetics and biochemistry. Specifically, Esrrb and Oct4 co-occupy the Nanog proximal promoter and positively regulate its expression (van den Berg et al., 2008). Recent results demonstrating co-binding of Esrrb and Sox2 support this view and suggest that Esrrb is among the key TFs present in ESC while absent in more mature epiblast-derived stem cells (EpiSC) (Hutchins et al., 2013).

Additional studies have shown that the ability of Nanog to confer LIF-independent self-renewal depends on Esrrb and over expression of Esrrb can maintain self-renewal even without Nanog. In addition, Esrrb over expression can recapitulate Nanog activity during iPSC reprogramming (Festuccia et al., 2012). It has also been demonstrated that Esrrb is necessary and sufficient to mediate self-renewal downstream of the Wnt/Gsk3/Tcf3 signaling pathway (Martello et al., 2012). Tcf3 is a transcriptional repressor of pluripotency and is inactivated by Gsk3 in the presence of Wnt signals. Global analyses of Tcf3 target genes pointed to Esrrb as the most likely target TF mediating repression by Tcf3 (Martello et al., 2012). Together, these findings suggest a high position for Esrrb in the hierarchy of pluripotency TFs. Moreover, there appears to be at least partial functional redundancy between Esrrb and Nanog mediated by a highly interconnected regulatory module in which Esrrb and Nanog are linked by protein–protein as well as transcriptional interactions (Loh et al., 2006; Wang et al., 2006; van den Berg et al., 2008, 2010; Zhang et al., 2008).

Global molecular changes following shRNA-mediated depletion of Nanog were previously described by our group (Lu et al., 2009). Here, we expand these analyses for Esrrb depletion by considering five regulatory dimensions: (i) dynamics of global mRNA, (ii) dynamics of promoter methylation, (iii) dynamics of the nuclear proteome, and dynamics of (iv) activating (H3K4me3) as well as (v) repressive (H3K27me3) histone marks and provide a comprehensive view of evolving cell fate changes during the exit of the pluripotent state.

Meta analyses of the five regulatory dimensions and superposition of the current Esrrb and previous Nanog datasets (Ivanova et al., 2006; Loh et al., 2006; Lu et al., 2009; Macarthur et al., 2012), reveal several topological elements including network motifs linking Esrrb and Nanog with other core pluripotency TFs and their targets. Commonly identified network motifs such as feed-forward (FFL) or bi-parallel loops (BPLs) involve both TF/target interactions. In general, FFL are known to be widely present in biological networks (Milo et al., 2002). Along with the structural analysis of the pluripotency gene regulatory network architecture (PGRN), we have found a hierarchical model in which pluripotency is maintained by an Oct4-Sox2 regulatory module, while the timing of differentiation is regulated by a Nanog-Esrrb.

## Materials and Methods

### ES Cell Culture

The murine ESC lines with controllable Esrrb expression (Esrrb_R) or controllable Nanog expression (Nanog_R) were constructed and characterized previously (Ivanova et al., 2006), and were maintained as described on irradiated primary mouse embryonic fibroblasts (MEFs). For all experiments, ESCs were cultured on 0.1% gelatin-coated tissue culture plates without feeder cells. To induce differentiation, we withdrew Doxycycline (Dox) (1 μg ml-1, Sigma) from the media while maintaining all other routine ESC nutrients: D-MEM–High Glucose (Dulbecco’s modified Eagle’s medium-1X-High Glucose) (Gibco, Invitrogen), 15% FBS (fetal bovine serum) (Hyclone, Thermo Fisher Scientific), 100 mM MEM non-essential amino acids, 0.1 mM 2-mercaptoethanol, 1 mM L-glutamine, Penicillin/Streptomycin (Gibco, Invitrogen) and 10^3^ U ml^–1^ LIF (Chemicon, Millipore). All cell cultures were maintained at 37°C with 5% CO_2_ and cells were plated at a density of 3 × 10^5^ cells per 10 cm dish.

### Microarray Gene Expression Profiling

RNA probes from each time point were hybridized to Affymetrix Gene Chip Mouse Gene 1.0 ST microarrays (three biological replicates: 12 arrays in total) according to the manufacturer’s protocols by the Genomics Core facility at the Icahn School of Medicine at Mount Sinai, New York. Data were normalized using the Robust Multichip Average (RMA) method in the Affymetrix Expression Console software. Expression measurements were obtained by taking the mean readings for gene-specific probe sets and the data were log2 normalized. Microarray data analysis is described at the Supplemental Experimental Procedures file.

### Array-Based Methylation Analysis Using HELP

The HELP assay was performed as previously described (Khulan et al., 2006). We used the HELP mouse promoter array MM9_HX3 on a 720K platform which is designed to cover 117,000 *Hpa*II amplifiable fragments (genomic sequences between two flanking *Hpa*II sites 200–2000 bp apart) within CpG islands and promoters of the well characterized RefSeq genes derived from the UCSC RefFlat files. Hybridization was performed at the Weill Cornell Medical College Epigenomics Core Facility. Scanning was performed using a NimbleGen MS 200 scanner. For array-based methylation data analyses see Supplementary Table 4, which contains the genes that significantly changed their methylation state in the Esrrb and Nanog time series.

### Chromatin Immunoprecipitation

Chromatin immunoprecipitations (ChIPs) were performed as described (Boyer et al., 2005). Images acquired from the Solexa sequencer were processed through the bundled Solexa image extraction pipeline and aligned to the Mouse July 2007 assembly (NCBI37/mm9) using ELAND software. Supplementary Figure 1E shows the specificity of the anti-Esrrb antibody used for ChIP and Supplementary Figure 1F show the enrichment of the Esrrb tags relative to the TSS.

### ITRAQ

Nuclear protein samples were prepared using a previously described method (Hsu and Hung, 2007; Supplementary Figure 1G). Proteomic measurements were performed as follows. Samples from the four time points (day 0, and days 1, 3, and 5 after Dox removal) were labeled using eight channel isobaric tagging reagents [isobaric tag for relative and absolute quantification (iTRAQ), Applied Biosystems] according to the published protocol (Unwin et al., 2010). Data analyses were performed using ProteinPilot v3 software (AB Sciex). Only proteins detected with a minimum of two or more high-scoring spectra (likelihood *p*-value < 0.005) were accepted. The combined search results led to a set of 1790 high-confidence protein identifications (Supplementary Figures 1H,I).

## Results

### Meta-Analysis of Global Molecular Changes Resulting From Esrrb Removal

In order to explore the function of Esrrb and the Nanog/Esrrb module we analyzed genome wide epigenetic, transcriptional and post-transcriptional processes regulated by Esrrb. For this study, we utilized a lentiviral/shRNA-based genetic complementation system to deplete Esrrb under serum/Lif conditions (Ivanova et al., 2006; Lee et al., 2012; Figure 1A and see Supplementary Figures 1A–D for controls of the differentiation process). We measured temporal changes for five regulatory layers (Figure 1B) including: (1) mRNA levels (microarrays), (2) promoter DNA methylation patterns (*Hpa*II tiny fragment Enrichment by Ligation-mediated PCR, HELP-assay) (Khulan et al., 2006), (3) nuclear proteins (isobaric tag mass spectrometry, iTRAQ) (Unwin et al., 2010), (4) genome-wide H3K4me3 (chromatin immunoprecipitation coupled with DNA sequencing, ChIP-seq), and (5) genome wide H3K27me3 ChIP-seq modification levels. We also identified (6) direct Esrrb target genes (ChIP-seq) (Supplementary Figures 1E,F). Analyses 1–5 were performed at days 0, 1, 3, and 5 after depletion of Esrrb while analysis 6 was only performed at day 0. 

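Messenger RNA was measured on Affymetrix Mouse Gene 1.0 ST arrays, whose probes lie along the exons of each gene. In Esrrb_R, a mouse embryonic stem cell line, a short hairpin RNA silences the endogenous Esrrb and an exogenous copy is expressed only while doxycycline (Dox) is given. Cultures in serum with Lif received 1 µg/ml Dox at day 0 and none at days 1, 3 and 5. No array is a control for Dox or time alone. Changes against day 0 therefore cannot separate the loss of Esrrb from the removal of Dox or from time in culture. Each of the 4 days had 3 biological replicates with 1 array each, 12 arrays in all, and the methods state that the cells were grown on gelatin without feeder cells. The authors processed the arrays with the Robust Multichip Average in Expression Console, which corrects the background, normalizes the arrays against one another and gives 1 log2 value per probe set. These log2 values ran from 1.61 to 14.69, and the medians of the arrays lay close together. Of 35557 probe sets, 21789 carried 1 gene symbol, 1621 carried several and 12147 carried none. The values of the probe sets with a single symbol were averaged per gene, which gave 19938 genes. All genes were tested in 1 limma model of the 12 arrays with a mean for each day, and p-values were adjusted by the method of Benjamini and Hochberg. The number of arrays limits the precision. In data simulated for the same 19938 genes, the test found 80.6% of genes changed by 0.5 on the log2 scale at day 1, 83.6% at day 3 and 77.6% at day 5, and at least 97.0% of genes changed by 1. A log2 signal ranks the arrays for 1 gene and does not rank genes against each other.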

To obtain an integrated, multi-dimensional view of global regulatory changes triggered by the loss of Esrrb we have constructed a co-expression multi-omics network based on changes observed relative to day 0 for each regulatory layer: transcriptome, proteome, methylome, H3K4me3, and H3K27me3 (details in Supplemental Experimental Procedures and Supplementary Table 1). Results of the integrative analysis through a co-expression distance matrix across all five regulatory layers during the 5 day time course (Figure 1B) are shown in the Figure 2 using Cytoscape tools (Otasek et al., 2019), whereas visualization of the dynamic changes in the network for each regulatory layer are shown in Supplementary Movie 1 and Supplementary Figure 2 using the GATE software (Macarthur et al., 2009).

**FIGURE 1:**
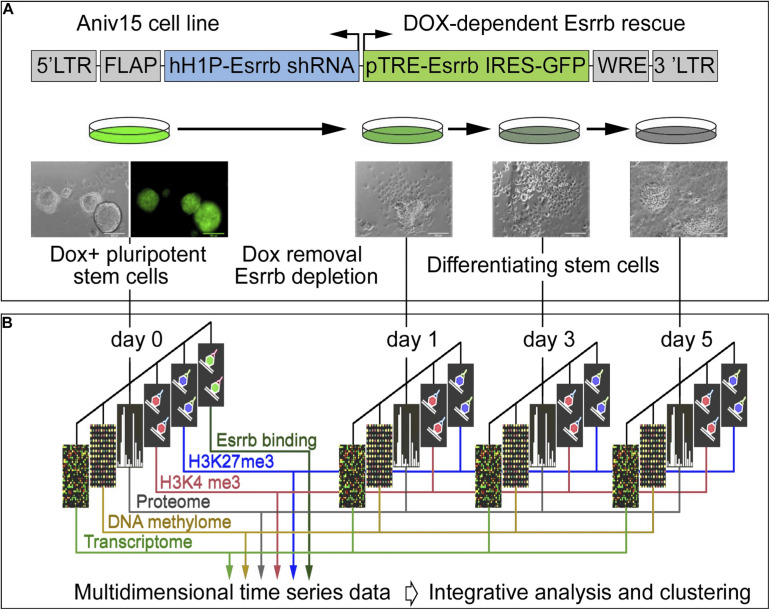
Experimental strategy and data integration. **(A)** Schematic representation of transgenic construct used to deplete Esrrb in order to promote differentiation of mESCs. Lentiviral vector for conditional expression of Esrrb is shown on the top (Ivanova et al., 2006). Endogenous Esrrb is depleted with short hairpin (sh) RNA and complemented by shRNA “immune” version of Esrrb expressed in a doxycycline (Dox)-dependent manner. Removal of Dox results in downregulation of the exogenous Esrrb leading to differentiation. FLAP is a nucleotide segment that improves transduction efficiency; hH1P-Esrrb is the endogenous Esrrb specific shRNA cassette (in blue); pTRE-Esrrb is GFP-tagged exogenous Esrrb cassette (in green); WRE is the woodchuck hepatitis virus post-transcriptional regulatory element. **(B)** Experimental time course, analyzed data types and data integration strategy. At the initial day 0 time point, Esrrb is expressed in the presence of Dox; at day 1, 3, and 5 time points Esrrb is downregulated following removal of Dox. Each data type (epigenetic, transcriptional, mRNA, and proteomic) is collected at each time point and integrated into a single multi-dimensional time-series data set (See also Supplementary Figure 1 for time series controls).

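Esrrb, the orphan nuclear receptor depleted in these cells, had a log2 signal of 11.59 ± 0.05 (SD, n = 3 arrays) at day 0 with Dox. Without Dox it was 9.13 ± 0.04 at day 1, 8.20 ± 0.14 at day 3 and 8.19 ± 0.08 at day 5 (SD, n = 3 each). The log2 change against day 0 was -2.46 at day 1, -3.38 at day 3 and -3.40 at day 5 (standard error 0.07, adjusted p = 1.6e-09, 2.9e-11 and 2.7e-11 from limma). At each of the 3 days this was the largest fall among the 19938 genes tested, and every array without Dox lay below every array with Dox. Most of the fall was reached by day 1. A further fall of -0.93 followed between days 1 and 3 (standard error 0.07, adjusted p = 3.9e-06 from limma), and the change of -0.01 between days 3 and 5 did not pass the test (adjusted p = 0.92 from limma).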

**FIGURE 2:**
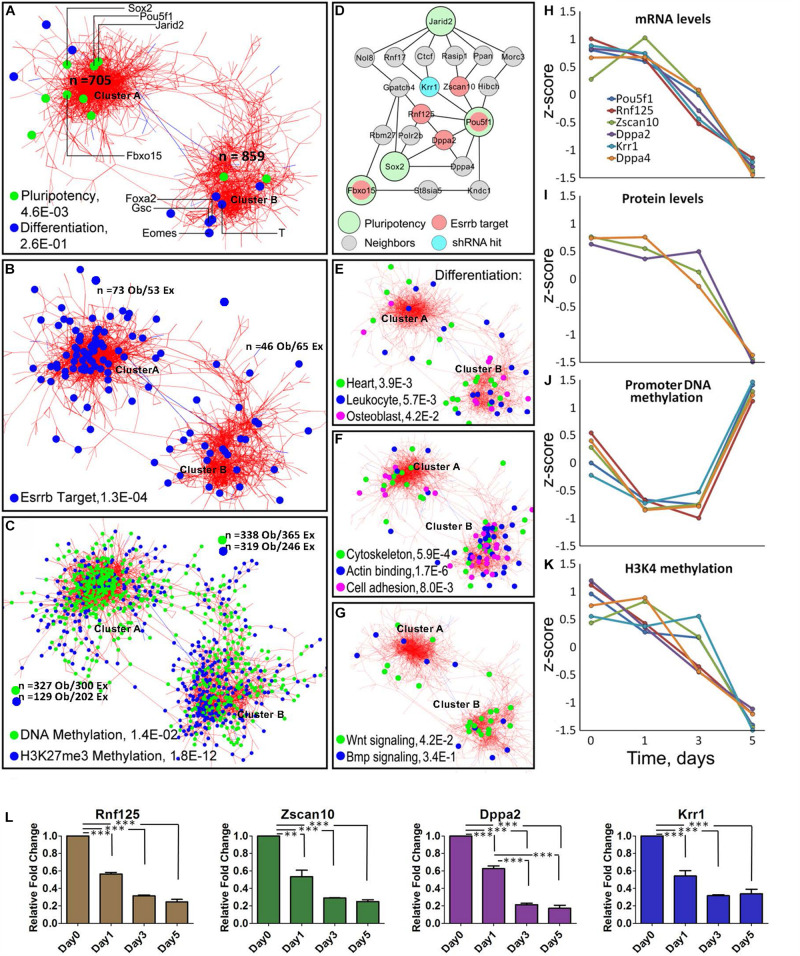
Meta-analysis of differentiation reveals Oct4-Sox2 activation domain. **(A)** Co-expression network constructed from time-series data encompassing 1563 genes/gene-products and five types of dynamic measurements (levels of mRNA, protein, promoter DNA methylation, H3K4me3, and H3K27me3). Each node represents a gene/gene product, and the edges connect those gene/gene products whose expressions are similar across the five regulatory layers analyzed. The network shows the presence of two global clusters, cluster A represented by pluripotency genes (*P* = 4.6E-0.3) and cluster B represented by differentiating genes (*P* = 2.6E-0.1) according to the ESCAPE database (Xu et al., 2013). Green dots represent well-known pluripotency gene/gene products and blue dots represent differentiated gene/gene products, respectively as examples. **(B)** Distribution of Esrrb target genes in the network shows that the majority are localized in cluster A. **(C)** Genes with changing promoter DNA methylation levels (green nodes) are highly represented in cluster A (Supplementary Figure 2 shows their change toward a hypermethylated state by day 5). In contrast, genes with changing H3K27me3 levels (blue nodes) are preferentially localized cluster B (Supplementary Figure 2 shows the erase of this mark by day 5). **(D)** The largest interconnected subnetwork, containing pluripotency genes and their direct neighbors (see location of Pou5f1 cluster A in panel **A**). Pluripotency “seed” genes are represented by large circles, direct Esrrb targets are in red and a hit from a high-content shRNA screen is in blue. Oct4 occupies the central position in the network with the majority of Esrrb target genes as close neighbors. **(E–G)** Distribution of selected GO terms in cluster A and cluster B. Only GO terms significantly enriched in each of the two clusters were considered using the gene set enrichment web server Enrichr (Kuleshov et al., 2016). Genes present in cluster B show enrichment in cytoskeleton, actin binding, cell adhesion, and Wnt signaling categories. **(H–K)** Dynamic expression profiles for gene/gene-products included in the network **(D)**. Four types of data (mRNA, protein, promoter DNA methylation, and H3K4me3) are shown. Dynamic changes within each regulatory layer are in good agreement among all genes. **(L)** Validation of predicted expression levels for Rnf125, Zscan10, Dppa2, Krr1; gene expression changes were measured by qRT-PCR. All data are represented as mean ± SD; *n* = 3 and *p* < 0.05 (one-way ANOVA and Bonferroni’s post-test). ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001.

Interestingly, using Cytoscape (Otasek et al., 2019) we obtained a co-expression multi-omics network across the different regulatory layers with a cut-off of *p* < 10^–6^, which contained two major clusters; one where there is high representation of pluripotency genes (cluster A) and another highly represented by differentiated genes (cluster B) according to the Embryonic Stem Cell Atlas from Pluripotency Evidence (ESCAPE) database (Xu et al., 2013). 

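The number of genes whose messenger RNA differed from day 0 was larger at each later day. At day 1, 1286 genes were higher and 894 were lower at an adjusted p under 0.05 from limma. At day 3, 2690 were higher and 2604 lower, and at day 5, 3474 were higher and 3506 lower, of 19938 genes tested. Few of these changes exceeded 2-fold: 23 genes rose and 40 fell by more than that at day 1, 138 rose and 203 fell at day 3, and 392 rose and 286 fell at day 5. Ptger3, a prostaglandin E receptor, rose by 3.57 on the log2 scale at day 5 (standard error 0.14, adjusted p = 1.9e-09 from limma), Fst, the activin antagonist follistatin, by 3.06 (adjusted p = 1.2e-10), and Gbp2b, a guanylate-binding protein, by 3.10 (adjusted p = 5.4e-10). Mep1b, a subunit of the meprin protease, changed by -3.30 (standard error 0.11, adjusted p = 7.3e-10 from limma), Lrrc34 by -3.18 and Hsd17b6, a steroid dehydrogenase, by -2.50. At day 3 the largest falls after Esrrb included Ptgs2, the inducible cyclooxygenase (-2.99), Jam2, a junction adhesion molecule (-2.57), and Khdc3, an oocyte and early embryo factor (-2.49), and the largest rises included Fndc3c1 (2.89), the kinase Pim2 (2.39), the kinesin Kif1a (2.16) and the glycosyltransferase Galnt3 (2.04), each with an adjusted p of at most 4.2e-08 from limma. From day 1 to day 3, 1834 genes rose and 2317 fell, and from day 3 to day 5, 2601 rose and 2442 fell. For 2174 of the genes called at day 1, 5223 at day 3 and 6779 at day 5, no array of that day overlapped the arrays of day 0. Over all genes such a separation held for 30.3%, 39.3% and 42.8% at the 3 days, where chance gives 10%. The counts at day 1 depend on single arrays: 811 genes were higher without day 0 replicate 1, and without day 1 replicates 1, 2 and 3 in turn 807, 797 and 734 were higher, while 550 were lower without day 1 replicate 1 and 502 without day 1 replicate 3.

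**Figure D1:**
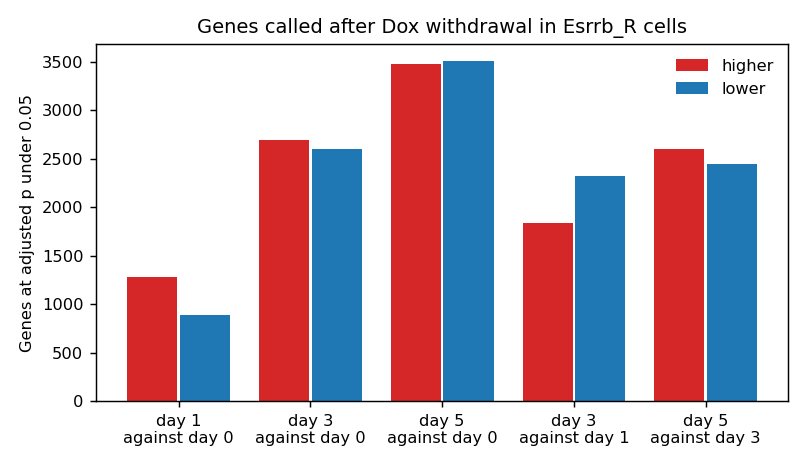
Numbers of genes called higher and lower at an adjusted p under 0.05 from limma in 5 comparisons of the days after removal of Dox. The bars against day 0 grow from 1286 higher and 894 lower at day 1 to 3474 higher and 3506 lower at day 5.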

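Gene lists of pluripotency, lineages, signaling and metabolism were fixed before the data were examined. Of 14 genes of the primed epiblast, the state that follows naive pluripotency in the embryo, 10 were higher and none was lower at day 1. Fgf15 rose by 1.19 (standard error 0.10, adjusted p = 5.4e-06 from limma), Lef1, a transcription factor of the Wnt pathway, by 0.90, Sall2 by 0.79 and Grhl2, an epithelial factor of the epiblast, by 0.77. At day 3, 8 were higher and 1 was lower, and at day 5, 7 were higher and 4 lower. The genes higher at day 5 included Fgf5 (1.87), the usual marker of this state, with Zic2 (1.51) and Wnt8a (1.44). The genes lower at day 5 were Dnmt3a (-1.70), Fgf15 (-0.75), Otx2 (-0.48) and Lef1 (-0.44). The list moved up at day 1 (camera, adjusted p = 6.4e-11, and adjusted p = 0.039 with an estimated correlation) and at day 3 (camera, adjusted p = 4.2e-05, and adjusted p = 0.089 with an estimated correlation). At day 5 it did not pass the test (camera, adjusted p = 0.31). Adjusted over the list alone, the counts were the same at each day.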

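Genes of the germ layers moved in both directions. Of 17 genes of the primitive streak and mesendoderm, 6 were higher and none was lower at day 5, among them Wnt3 (0.79), Sp5 (0.75), Foxa2 (0.73) and Mixl1 (0.60), with the same counts adjusted over the list alone. The call of this list (camera, adjusted p = 0.047, and adjusted p = 0.48 with an estimated correlation) was lost without day 0 replicate 2 (0.14), day 3 replicate 1 (0.052), day 3 replicate 3 (0.051), day 5 replicate 1 (0.10) or day 5 replicate 3 (0.064), without dim genes (0.10) and with a trended robust variance (0.051). Of 17 mesoderm genes, 7 were lower and none was higher at day 3 (8 lower adjusted over the list alone; camera, adjusted p = 0.0015, and adjusted p = 0.045 with an estimated correlation). Bmp4, the ligand that induces mesoderm, changed by -1.93 (standard error 0.08, adjusted p = 5.4e-09 from limma), Acta2, smooth muscle actin, by -1.51, Snai2 by -0.98 and Pdgfra by -0.60. At day 5 mesoderm genes went apart, with 5 higher, including Tagln (1.67), Mef2c (0.83) and Msx2 (0.72), and 4 lower, including Snai2 (-0.76), Meox1 (-0.54) and Kdr (-0.42), which did not pass the list test (camera, adjusted p = 0.60). Markers of fibroblasts fell at day 3 together with the mesoderm genes, with 9 of 17 lower and 2 higher (median -0.34; camera, adjusted p = 0.0011, and adjusted p = 0.18 with an estimated correlation). Of 15 neuroectoderm genes, 3 were higher and 4 lower at day 5 (4 higher adjusted over the list alone; camera, adjusted p = 0.87), with Nes, the filament protein nestin, at 2.10 and Neurod1 at -2.23.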

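Among genes of the extraembryonic lineages, the keratins of the trophectoderm, the outer layer of the blastocyst, rose. Krt19 rose from 8.50 ± 0.13 at day 0 to 11.52 ± 0.05 at day 5 (SD, n = 3 each), a log2 change of 3.03 (standard error 0.07, adjusted p = 7.1e-11 from limma). Krt18 rose by 2.50 and Krt7 by 1.78. Cdx2, a transcription factor in the same list, did not pass the test of limma at day 5. The rise of the keratins alone therefore does not show a trophectoderm program. In all, 8 of 17 trophectoderm genes were higher (9 adjusted over the list alone) and 1, Fgfr2, was lower at day 5 (median 0.19; camera, adjusted p = 6.8e-04, and adjusted p = 0.21 with an estimated correlation). Of 17 genes of primitive and visceral endoderm, 10 were higher and 4 lower at day 5, with the same counts adjusted over the list alone. Col4a1 and Col4a2, basement membrane collagens, rose by 1.25 and 1.20, whereas Cubn and Amn, receptors of the visceral endoderm, changed by -1.33 and -1.30, and Apoe by -0.78 (adjusted p at most 4.1e-06 from limma). The endoderm call (camera, adjusted p = 0.037, and adjusted p = 0.61 with an estimated correlation) was lost without day 5 replicate 2 (0.063) and without dim genes (0.10).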

Analyses of cluster A (Figure 2A) and its highly interconnected core (Figure 2D) revealed significant downregulation of the essential components of the core pluripotency network (Figure 2L). 

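Genes of naive pluripotency fell as a group. Of 18 such genes, 15 were lower and none was higher at day 3 (16 lower adjusted over the list alone), and 15 were lower and 1 higher at day 5 (15 and 2 adjusted over the list alone; median -1.07). Nr0b1, an orphan nuclear receptor of the naive network, went from 12.65 ± 0.02 at day 0 to 9.60 ± 0.30 at day 5 (SD, n = 3 each), a log2 change of -3.05 (standard error 0.12, adjusted p = 1.9e-09 from limma). Tcl1, a coactivator of Akt, changed by -2.41, Zfp42, the marker Rex1, by -1.60, and the transcription factor Tbx3 by -1.56 at day 5 (adjusted p at most 8.6e-09 from limma). Dppa3, a gene of early embryos and germ cells, was the 1 higher at day 5 (0.31, adjusted p = 0.016 from limma), a call lost without day 0 replicate 1 (adjusted p = 0.074) or day 5 replicate 2 (0.071) and with the brightest probe set (0.69). The list test gave adjusted p = 1.1e-15 at day 3 (camera; adjusted p = 0.041 with an estimated correlation) and adjusted p = 7.1e-09 at day 5 (camera; adjusted p = 0.15 with an estimated correlation). Of 22 genes of general pluripotency, 11 were lower and 3 higher at day 3 (14 lower adjusted over the list alone; camera, adjusted p = 0.0011, and adjusted p = 0.35 with an estimated correlation), and 18 were lower and 1 higher at day 5, with the same counts adjusted over the list alone (median -0.52; camera, adjusted p = 1.4e-09, and adjusted p = 0.15 with an estimated correlation). Dnmt3l, the partner of the de novo methyltransferases, changed by -1.05, Gdf3 by -0.93 and Fgf4 by -1.12 at day 5. Sox2 went from 12.28 ± 0.05 to 11.62 ± 0.09 (SD, n = 3 each), a change of -0.66 (standard error 0.06, adjusted p = 2.0e-06 from limma). The RNA binding protein Lin28a was the 1 higher gene. The list of general pluripotency holds Rnf125, Krr1, Dppa2, Dppa4 and Zscan10, which the paper places in its core network. That network was built from these arrays among other data, so for these genes the list is not independent evidence of a fall. Nanog reached its lowest level at day 1 and at day 5 stood -0.25 from day 0 (standard error 0.06, adjusted p = 0.0063 from limma).

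**Figure D2:**
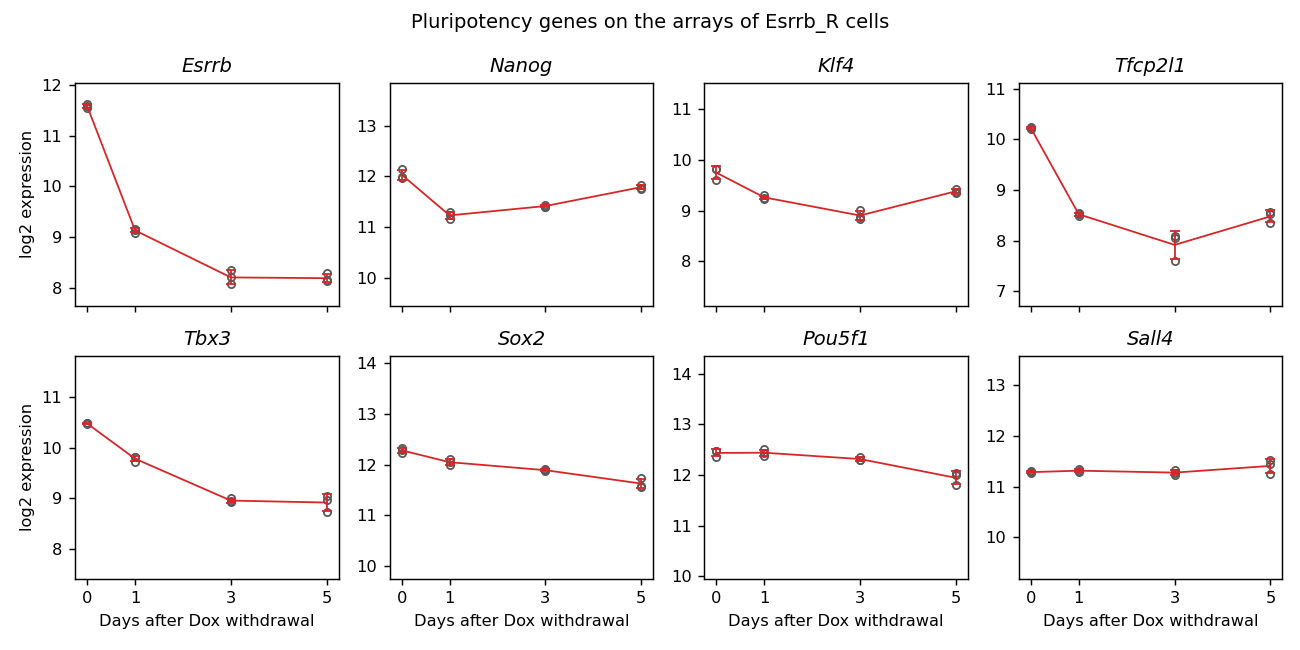
Log2 signal of 8 pluripotency genes on each array (points) with the mean and SD of the 3 arrays of a day, against days after removal of Dox. Every panel spans the same number of log2 units, so that the fall of Esrrb (-3.40 at day 5) can be set beside those of Tbx3 (-1.56) and Sox2 (-0.66).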

The core network contains the major pluripotency factors Oct4 and Sox2 closely linked to the other established pluripotency factors such as Krr1 (You et al., 2015), Dppa2 and Dppa4 (Hernandez et al., 2018), and Zscan10 (Yu et al., 2009), a known transcriptional regulator of Oct4.

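The messenger RNA of Pou5f1, which encodes Oct4, and of Dppa2, Dppa4, Rnf125, Krr1 and Zscan10 did not pass the test at day 1 and was lower at day 5. Sox2, which the paper places in the same core, was lower at day 1 (-0.23, adjusted p = 0.025 from limma), a call lost without some single arrays. Pou5f1 went from 12.44 ± 0.07 at day 0 to 11.94 ± 0.13 at day 5 (SD, n = 3 each), a log2 change of -0.49 (standard error 0.07, adjusted p = 9.7e-05 from limma). Dppa2, a chromatin-bound factor of early embryos, went from 11.35 ± 0.20 to 9.41 ± 0.16 (change -1.94), and its partner Dppa4 from 11.01 ± 0.04 to 9.54 ± 0.21 (change -1.47). The ubiquitin ligase Rnf125 changed by -1.56, Krr1, a factor of ribosome assembly, by -0.45, and Zscan10, a zinc finger protein, by -0.34 (adjusted p at most 2.5e-04 from limma for these 5 genes). At day 1 none of the 6 passed the test, with log2 changes between -0.36 for Rnf125 and 0.16 for Zscan10. At day 3, Dppa2 (-1.15), Rnf125 (-1.22), Dppa4 (-0.48) and Krr1 (-0.28) were lower (adjusted p at most 0.0016 from limma), while Pou5f1 (-0.12, adjusted p = 0.25) and Zscan10 (-0.03, adjusted p = 0.72) did not pass the test.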

Most genes within the identified Oct4-Sox2 network module, remarkably displayed similar dynamics across all molecular layers (Figures 2H–K) showing tight coordination of pluripotency genes across different epigenetic dimensions (or regulatory layers) in the Oct4-Sox2 network. This strong correlation suggests a possible mechanism of how cells maintain the pluripotency state via direct positive feedback loops.

Analysis of the methylation patterns across the clusters notably showed a greater number of genes associated with dynamic changes toward a hypermethylated state in cluster A represented by pluripotency genes than in cluster B are represented by differentiation genes (Supplementary Figure 2 global promoter methylation layer over time and Supplementary Movie 1). In contrast, higher numbers of genes in cluster B were associated with the downregulation in H3K27me3 levels (Figure 2C and Supplementary Figure 2 H3K27me3 layer and Supplementary Movie 1). A clear example of this pattern was found within the core network, extracted from the pluripotency cluster based on the known pluripotency markers (Figure 2D). In this network, genes linked to the Oct4-Sox2 domain (Pou5f1, Dppa4, Rnf125, Zscan10, and Krr1) were also associated with changes in promoter methylation, but not with changes in H3K27me3 levels (Figure 2J and Supplementary Figure 3A). This suggests that promoter methylation could be the immediate response for shutting-down pluripotency genes as the majority of the gene promoter’s, transit from a hypomethylated state toward a hypermethylated state by day 5, especially in the cluster A where we observed more genes related to pluripotency (Supplementary Figure 2). A separate analysis of the global methylome also corroborate that the majority of the gene’s promoters (even higher fraction than in the case of Nanog depletion) undergo transition towards a hypermethylated state by day 5 (Supplementary Figure 3B). Pairwise analysis of mRNA and protein level dynamics has shown high coherence of mRNA and protein expression levels for most pluripotency genes (Supplementary Figure 4A and Supplementary Movie 2). A majority of Esrrb target genes were found to be associated with cluster A (Figures 2B,D and Supplementary Table 2). Gene Ontology (GO) analyses of the two clusters using Enrichr (Kuleshov et al., 2016) showed enrichment for cytoskeleton, actin binding and cell adhesion categories in cluster B. Enrichment of Wnt signaling components was also evident in cluster B, suggesting that depletion of Esrrb promotes the activation of this pathway (Figures 2E–G).

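Genes of the actin cytoskeleton rose late in the time course. Of 23 such genes, 9 were higher and 3 lower at day 3 (11 and 3 adjusted over the list alone), and 20 were higher and 1 lower at day 5, with the same counts adjusted over the list alone. Acta1, skeletal muscle actin, rose by 2.22, the actin-binding caldesmon Cald1 by 1.52, tropomyosin Tpm1 by 1.37 and vinculin (Vcl) by 1.13 at day 5 (adjusted p at most 8.0e-08 from limma), while Actg2 fell (-0.53). Median change of the list was 0.77 at day 5 (camera, adjusted p = 2.7e-12, and adjusted p = 0.21 with an estimated correlation). Of 20 cell adhesion genes, 7 were higher and 8 lower at day 3, and 13 were higher and 5 lower at day 5 (14 and 5 adjusted over the list alone; camera, adjusted p = 0.0036, and adjusted p = 0.22 with an estimated correlation). Claudin 6 (Cldn6) rose by 1.49, cadherin 6 (Cdh6) by 1.25, the integrin Itgb5 by 1.09 and the laminin Lamc1 by 1.06, and Tnc (-1.36), Cdh11 (-1.23), Ncam1 (-0.78), Icam1 (-0.55) and Cd44 (-0.38) fell. From day 3 to day 5, 16 adhesion genes rose and none fell, and of 17 fibroblast markers 7 rose and 1 fell in the same interval.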

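Of 24 Wnt ligands and receptors, 16 were higher and 2 lower at day 5 (16 and 3 adjusted over the list alone; median 0.43; camera, adjusted p = 2.7e-04, and adjusted p = 0.22 with an estimated correlation). Wnt11 rose by 1.09 (standard error 0.08, adjusted p = 1.7e-07 from limma) and the receptor Ryk by 0.68, while Wnt5a (-1.15) and the receptor Fzd5 (-0.81) fell. Of 14 genes that Wnt signaling induces in many cell types, 4 were higher and 1 lower at day 1, and 3 were higher and 4 lower at day 5, with the same counts adjusted over the list alone. The genes higher at day 5 were Tnfrsf19 (1.09), Sp5 and Rnf43 (0.39), and the lower ones included Dkk1 (-0.43), Notum (-0.36) and Lef1. This list did not pass the test at day 5 (camera, direction down, adjusted p = 0.79), where its median (-0.04) and its mean (0.04) differed in sign. In the paper, genes that changed together across messenger RNA and the other layers were joined in a network, its cluster B was tested for Gene Ontology terms, and from the Wnt components found there the paper proposes that loss of Esrrb promotes this pathway.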

### Synergistic and Unique Functions of Esrrb and Nanog in Pluripotency and Differentiation

To characterize the specific roles of Esrrb and Nanog in the pluripotency network, we constructed a co-expression gene network (Otasek et al., 2019) based on our Esrrb and previously published Nanog time-series depletion data for transcriptome (Lu et al., 2009) and identified clusters with characteristic expression and TF binding properties (Figure 3A, Supplementary Movie 3, and Supplementary Table 3). Given that many genes in the integrated Esrrb-Nanog data set (1615 significantly changing genes) were targets of more than one TF, we included in the analyses the *in vivo* binding patterns of the four master pluripotency regulators (Oct4, Sox2, Nanog, and Esrrb) (Chen et al., 2008; Kim et al., 2008; Marson et al., 2008).

**FIGURE 3:**
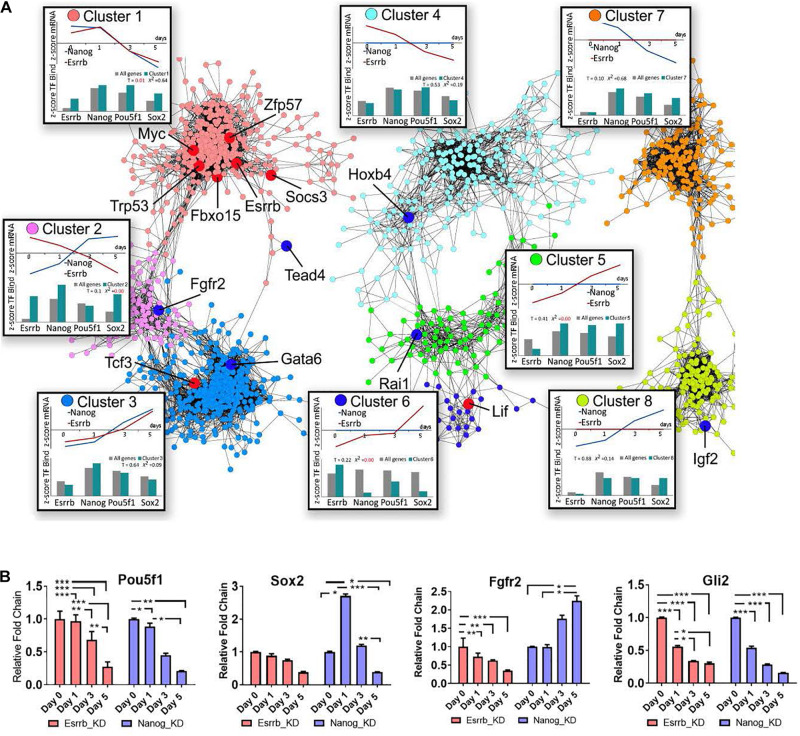
Co-expression map for gene responses to depletion of Nanog or Esrrb. **(A)** Co-expression network based on time-series data collected after Nanog or Esrrb downregulation. Nodes in the network are color-coded according to the identified co-expression clusters; large nodes in red mark pluripotency genes, while large nodes in dark blue mark differentiation genes according to the ESCAPE database (Xu et al., 2013) (gene names from each specific cluster are shown in Supplementary Table 3). Boxes next to each co-expression cluster show as line plots, the normalized (*z*-score) average expression profiles across all genes within the cluster over the time series. Histograms in the bottom of the boxes, show the *z*-score average TF binding profiles for the clustered genes. The histogram compares the fraction of known ChIP targets for a given TF in a cluster versus that expected based on entire genome. (*x*^2^ = 0 when the observed and expected values are equal) (*T*-value higher than 1 means the difference is significative.) Three disconnected network domains correspond to genes with changing expression in both Nanog and Esrrb datasets (clusters 1–3), genes with changing expression only in the Esrrb dataset (clusters 4–6) and genes with changing expression only in the Nanog dataset (clusters 7 and 8). **(B)** Experimental validation of gene responses predicted from panel **(A)**. Expression levels of Oct4, Sox2, Fgfr2, and Gli2 measured by qRT-PCR. All data are represented as mean ± SD; *n* = 3 and *p* < 0.05 (one-way ANOVA and Bonferroni’s post-test). ^∗^*P* < 0.05, ^∗∗^*P* < 0.01 and ^∗∗∗^*P* < 0.001.

The co-expression network based on the Nanog and Esrrb gene expression changes revealed eight major clusters. Based on the distribution of pluripotency markers (Figure 3A, genes marked in red across the different clusters), cluster 1 contained mostly pluripotency genes based on the ESCAPE database (Xu et al., 2013). Genes in this cluster were strongly downregulated in response to depletion of either Esrrb or Nanog. 

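Of the 387 genes of cluster 1 in Supplementary Table 3, 369 were matched by symbol to the arrays. At day 5 of Esrrb depletion 235 were lower and 24 higher than at day 0 (248 and 27 adjusted over the list alone), with a median log2 change of -0.27. Besides Esrrb itself the largest falls were those of Accsl (-2.09, standard error 0.08, adjusted p = 1.9e-09 from limma) and the de novo DNA methyltransferase Dnmt3a. The genes of the cluster that rose included the cardiac actin Actc1 (2.74), the circadian repressor Bhlhe40 (1.84) and the homeobox gene Pbx3 (1.08). At day 1, 67 were higher and 44 lower, and at day 3, 45 were higher and 172 lower. Set against all other genes the cluster moved down at day 5 (camera, adjusted p = 4.2e-19, and adjusted p = 0.0022 with an estimated correlation). The study chose clusters 1 to 6 on these arrays among other data, so their counts are not independent evidence of the direction. Nanog depletion is not analysed here.

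**Figure D3:**
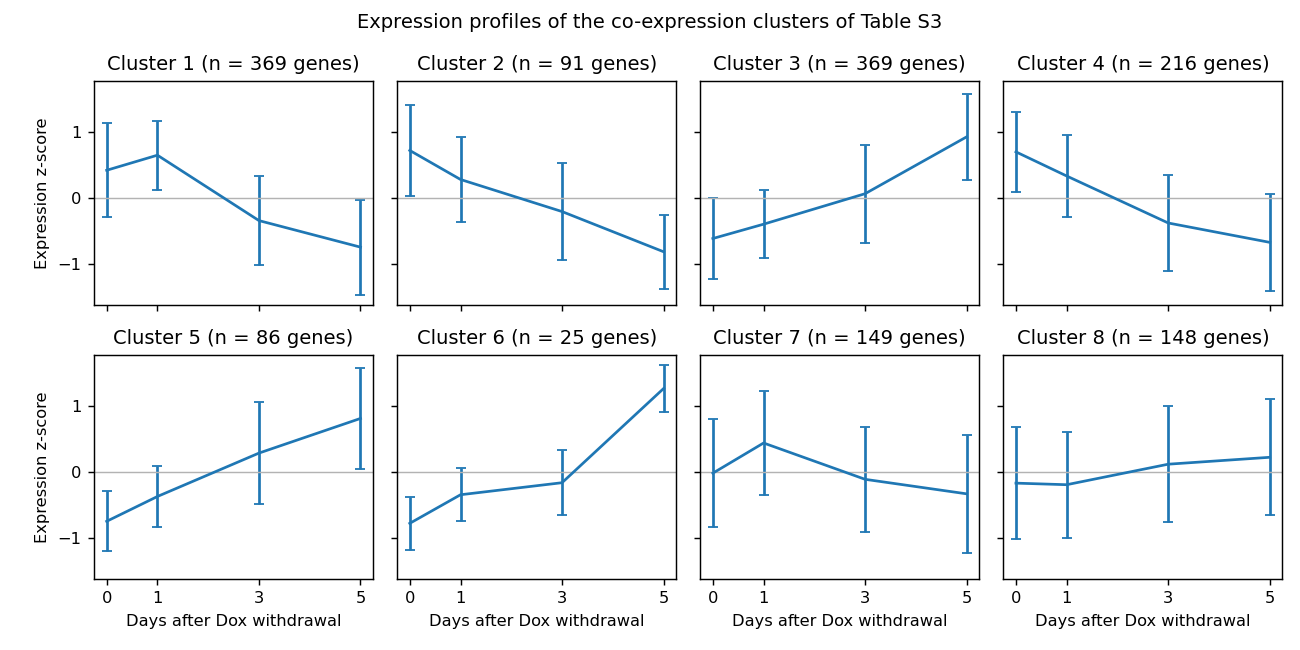
Standard score of each gene across the days, as the mean over the genes of a cluster with the SD over genes, for clusters 1 to 8, against days after removal of Dox. The mean of cluster 1 goes from 0.42 at day 0 to 0.65 at day 1 and -0.74 at day 5, and that of cluster 3 from -0.61 to 0.93, while that of cluster 7 goes from -0.01 at day 0 to 0.44 at day 1 and -0.33 at day 5 and that of cluster 8 stays between -0.19 and 0.23.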

Analysis of TF binding has shown that most genes in cluster 1 are targets of all four major pluripotency TFs (Esrrb, Nanog, Oct4, and Sox2, see the box “cluster 1” in the Figure 3A). In contrast, cluster 3 represents differentiation-specific genes upregulated by day 5; genes in clusters 1 and 3 respond to both Esrrb and Nanog depletion in a coherent manner. However, it is interesting to note that the average TF binding pattern in cluster 3 is largely opposite to that in the pluripotency cluster 1. 

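In cluster 3, 369 of 387 genes were matched. Of these, 60 were higher and 25 lower at day 1, 166 were higher and 35 lower at day 3, and 278 were higher and 6 lower at day 5 (293 and 6 adjusted over the list alone), which, as for cluster 1, is not independent evidence of the direction. Plat, the tissue plasminogen activator, rose from 7.99 ± 0.05 to 10.92 ± 0.22 (SD, n = 3 each), a log2 change of 2.93 (standard error 0.11, adjusted p = 1.9e-09 from limma), and the guidance cue Sema3e by 2.25. The 6 genes that fell changed little, with Pgm2 at -0.33, Tnfaip8 at -0.28 and Pcmtd1 at -0.28. The median change at day 5 was 0.36 (camera, adjusted p = 6.7e-33, and adjusted p = 0.0022 with an estimated correlation).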

Targets of Esrrb, Oct4 and Sox2 are underrepresented in cluster 3 (see box labeled cluster 3), while targets of Nanog are slightly overrepresented. This suggests that Nanog has a major repressive function when bound to many differentiation genes. This fact was also revealed when we performed the analysis of promoter methylation for both Nanog an Esrrb knockdown time-series. In the case of Nanog removal, we observed more genes losing promoter methylation marks (hypomethylation) than in the case of Esrrb removal (Supplementary Figure 3B and Supplementary Table 4). Cluster 2 is the most interesting because it contains genes that are conversely expressed after depletion of Nanog or Esrrb; thereby illustrating specific functions for the two pluripotency regulators. 

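After Esrrb depletion 65 of the 91 matched genes of cluster 2 were lower at day 5 and 1 was higher (68 and 1 adjusted over the list alone), with a median log2 change of -0.27. St8sia1, a sialyltransferase of ganglioside synthesis, changed by -1.85 (standard error 0.08, adjusted p = 2.8e-09 from limma) and the phospholipase Liph by -1.75 (standard error 0.14, adjusted p = 4.4e-07). The 1 higher gene was B4galnt3 (0.18), whose call was lost without day 0 replicate 1 (adjusted p = 0.083) or 3 (0.065), without day 5 replicate 2 (0.095) or 3 (0.12) and after a further quantile normalization (0.10). At day 1, 27 were lower and 11 higher, and at day 3, 47 were lower and 8 higher. The cluster, which the study chose on these arrays among others, so that its count is not independent evidence, moved down at day 5 (camera, adjusted p = 8.7e-17, and adjusted p = 0.011 with an estimated correlation).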

According to the averaged expression profiles, many genes in this group are activated by Esrrb and repressed by Nanog (but not vice versa). The TF binding profiles in cluster 2 show moderate over representation of all pluripotency TFs, with the exception of Oct4.

Interestingly, the Fgf signaling pathway receptor Fgfr2, was identified among the genes that are conversely expressed after depletion of Esrrb or Nanog (cluster 2). 

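Fgfr2, which encodes a receptor for fibroblast growth factors, had a log2 signal of 9.95 ± 0.09 (SD, n = 3) at day 0 and fell to 8.95 ± 0.02 at day 1, 8.47 ± 0.08 at day 3 and 8.48 ± 0.05 at day 5 of Esrrb depletion (SD, n = 3 each). Its fall was called at day 1 (standard error 0.06, adjusted p = 9.5e-07 from limma), and the log2 change was -1.48 at day 3 (adjusted p = 5.2e-09) and -1.47 at day 5 (adjusted p = 3.5e-09). Fgfr1, another receptor of the family, rose by 0.86 at day 5 (standard error 0.09, adjusted p = 8.3e-06 from limma). Among 17 genes of Fgf and Erk signaling, 9 were lower and 4 higher at day 5, with the same counts adjusted over the list alone, including the feedback inhibitor Spry4 (-1.21) and the target transcription factor Etv4 (-1.17). The list passed the test at day 3, with 9 lower and 3 higher (10 and 4 adjusted over the list alone; camera, adjusted p = 0.021, and adjusted p = 0.35 with an estimated correlation), and not at day 5 (camera, adjusted p = 0.064).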

Genomic regions at Fgfr2 promoter contain binding sites for all four TFs considered in this study (Esrrb, Nanog, Oct4, and Sox2).

Further inspection of the co-expression map revealed that genes in cluster 4 are downregulated only in the absence of Esrrb but are mainly regulated by Oct4 strengthening a close interaction between Esrrb and Oct4 in the regulation of this subset of genes. 

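Of 216 matched genes of cluster 4, 134 were lower and 3 higher at day 5 (150 and 5 adjusted over the list alone), with a median log2 change of -0.24. Aspa, an aspartoacylase, changed by -2.16 (standard error 0.10, adjusted p = 8.7e-09 from limma), Ube2l6, the conjugating enzyme for Isg15, by -1.99 and the myosin Myo7a by -1.64. The genes that were higher were Parp14 (0.25), Ucma (0.21) and Nt5dc3 (0.18). The call of Ucma was lost without day 0 replicate 1 (adjusted p = 0.13) or 2 (0.12) and without day 5 replicate 1 (0.13) or 3 (0.065), and that of Nt5dc3 without day 0 replicate 2 (0.11) or 3 (0.11), day 1 replicate 2 (0.056), any replicate of day 3 (0.052 to 0.055) and day 5 replicate 2 (0.051) or 3 (0.17). At day 1, 49 were lower and 18 higher, and at day 3, 112 were lower and 7 higher. The cluster, no independent evidence of its direction for the same reason as clusters 1 to 3, moved down at day 5 (camera, adjusted p = 8.7e-17, and adjusted p = 0.0027 with an estimated correlation).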

Cluster 5 contains genes upregulated in the absence of Esrrb, which are mostly regulated by Oct4, Sox2, and Nanog but not by Esrrb. In contrast, cluster 6 represents genes upregulated upon removal of Esrrb that are targeted largely by Esrrb itself. This shows that Esrrb not only plays a role as a major pluripotency factor but also has important functions during late differentiation. 

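Among 86 matched genes of cluster 5, 65 were higher and none was lower at day 5 (68 adjusted over the list alone), with a median log2 change of 0.28. Ptger3 went from 6.72 ± 0.13 at day 0 to 10.29 ± 0.21 at day 5 (SD, n = 3 each), and Fgfbp1, a secreted carrier of fibroblast growth factors, rose by 1.19 (standard error 0.16, adjusted p = 6.3e-05 from limma). At day 1, 14 were higher and 3 lower, and at day 3, 46 were higher and 2 lower. This cluster moved up at day 5 (camera, adjusted p = 8.7e-17, and adjusted p = 0.0011 with an estimated correlation), which is not independent evidence, since the study chose it on these arrays among others.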

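Cluster 6 holds 27 genes, of which 25 were matched, and 23 of these were higher and none was lower at day 5 (24 adjusted over the list alone), with a median log2 change of 0.48. Slc5a5, the sodium iodide transporter, rose from 7.48 ± 0.08 to 9.35 ± 0.14 (SD, n = 3 each), a change of 1.87 (standard error 0.08, adjusted p = 3.6e-09 from limma), Snai1, a repressor active in epithelial to mesenchymal transition, by 1.27 and the chemerin receptor Cmklr1 by 1.21. The rise came late. At day 1, 4 were higher and none was lower, and at day 3, 9 were higher and 1 lower, and the mean standard score went from -0.77 at day 0 to -0.16 at day 3 and 1.27 at day 5. Like the other clusters chosen on these arrays, it is not independent evidence of its direction (camera at day 5, adjusted p = 5.9e-13, and adjusted p = 0.0061 with an estimated correlation).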

Finally, clusters 7 and 8 contain genes selectively responding to Nanog, but not Esrrb depletion; genes outside the eight co-expression clusters show no responses to depletion of Esrrb or Nanog and no significant binding by the pluripotency TFs (data not shown). 

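After Esrrb depletion few genes of cluster 7 and cluster 8 differed from day 0. Of 149 matched genes of cluster 7, 12 were lower and 5 higher at day 5 (1 higher and none lower adjusted over the list alone), a share of 11.4% called, where 35.0% of all genes tested were. The study chose both clusters for a response to Nanog and not to Esrrb depletion, so low shares here are not independent evidence. The genes that fell included Cdyl, a chromodomain corepressor (-0.35), and the cytochrome oxidase assembly factor Cox20 (-0.31), and those that rose the kinase Pim1 (0.47) and the remodeler Chd3 (0.46). Of 148 matched genes of cluster 8, 21 were higher and 8 lower (16 and 1 adjusted over the list alone), a share of 19.6%. Igf2, the imprinted growth factor, rose by 1.53 (standard error 0.07, adjusted p = 7.6e-09 from limma), the kinase Mapkapk2 by 0.89 and Igdcc3 by 0.69, and Lypla1 fell (-0.62). As sets the clusters did not pass the test at day 5 (camera, adjusted p = 0.47 for cluster 7 and 0.12 for cluster 8). Processing and single arrays move the small counts. In cluster 8 the 8 lower genes became 13 with array medians centred, 16 after a further quantile normalization and 15 without dim genes. In cluster 7 the 5 higher genes became 3 with centring and 9 without dim genes. In cluster 7, 3 genes were higher without day 0 replicate 1 or day 5 replicate 3, and 7 were lower without day 0 replicate 3 and 6 without day 5 replicate 3. In cluster 8, the 8 lower genes became 5 without day 0 replicate 2 or 3, any of the 3 replicates of day 1 or day 5 replicate 3, 3 without day 5 replicate 1 and 13 without day 5 replicate 2.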

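Of the 81 matched genes that Supplementary Table 3 leaves outside its clusters, 24 were higher and 12 lower at day 5, 44.4% of them. They belong to the genes that the study selected as changing, so the share says nothing about genes outside that selection. Over the time course 76.5% of them passed the moderated F test of limma, and the share was 45.6% of all genes, 14.1% of cluster 7 and 27.0% of cluster 8. Egln3, a prolyl hydroxylase of the hypoxia response, rose by 1.52 (standard error 0.16, adjusted p = 5.8e-06 from limma), the receptor kinase Kit by 1.48 and the sialyltransferase St6gal1 by 1.12. Fam81a fell from 7.67 ± 0.13 to 6.67 ± 0.16 (SD, n = 3 each), and the meiotic gene Sycp3 changed by -0.83 and the ubiquitin ligase Arih2 by -0.62 (adjusted p at most 5.1e-04 from limma). Nanog is among these genes in the table.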

Figure 3B shows experimental RT-qPCR validation of some pluripotency genes as well as some genes that respond to depletion of Esrrb or Nanog.

### Predicted Properties of Network Motifs Linking Esrrb and Nanog With Their Targets

Since we observed that, many genes coherently respond to both Esrrb and Nanog upon an external stimulus (Doxycycline removal), we focused our analysis on exploring potential FFL motif types linking these two regulators, as these kind of motifs need a respond to external stimuli. FFL motifs commonly occur in biological networks and play important functions in many regulatory pathways (Shen-Orr et al., 2002; Mangan and Alon, 2003; Goentoro et al., 2009; Papatsenko and Levine, 2011). Each FFL has a unidirectional structure consisting of three nodes: an upstream regulator X that regulates a downstream regulator Y, which in turn regulates a downstream target Z. An additional edge is directed from X to Z, thus closing a unidirectional “loop” (Figure 4B). Each interaction can be suppressing or activating, resulting in eight distinct FFL structures (Mangan and Alon, 2003). Here we have considered FFLs incorporating Esrrb (X), Nanog (Y), and their potential target genes (Z). Analysis of transcriptional changes classified in fast, middle, and slow responses upon depletion of Esrrb or Nanog showed 2 different structural types of FFL motifs, the coherent type I FFL (C1-FFL) and the coherent type 3 FFL(C3-FFL) from the possible eight types when either Esrrb or Nanog is knockdown (Mangan and Alon, 2003; Figure 4A). Interestingly, coherent FFLs of types 1 (C1-FFL) and 3 (C3-FFL) account for regulation of the majority (81%) of the Esrrb-Nanog target genes (Figures 4A,B) and all genes presented a decay or growth in expression in a slow time scale.

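For genes that differed from day 0 at day 5, the day by which the first 50% of that change was reached was read from the day means by linear interpolation. Among genes of clusters 1 to 6 that the paper's tables list as bound by both Esrrb and Nanog, 367 could be placed, and their median day was 2.59. Of these, 21.0% had reached that point before day 1, 35.1% between days 1 and 3 and 43.9% after day 3. For the 150 genes bound by Esrrb but not by Nanog the median day was 2.88, with 22.0% before day 1, 29.3% between days 1 and 3 and 48.7% after day 3. The difference of -0.29 days (95% bootstrap interval -0.78 to 0.23) did not pass a two-sided permutation test (p = 0.25). With changes over 2-fold alone it was -0.92 days (60 against 17 genes, permutation p = 0.085), with the clusters of fallen genes alone -0.13 days (permutation p = 0.81), with those of risen genes alone -0.04 days (permutation p = 0.85), and with 1 array left out it ran from -0.44 to -0.13 days. Of the paper's own examples of a delay, Trim25 reached 50% of its day 5 change at day 1.99. Gli2, which the paper gives as bound by Esrrb but not by Nanog, reached it at day 0.77, the order that the paper states from qRT-PCR. Gli2 rose again by 0.22 from day 3 to day 5 (adjusted p = 0.028 from limma). This makes its day 5 change smaller and its 50% point earlier. Sumo3, the paper's other example of a delay, did not pass the test at day 5 and could not be placed. Over all 6980 genes called at day 5 the median day was 2.58, with 22.6% before day 1. Genes are not independent replicates, so these values describe these arrays.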

**FIGURE 4:**
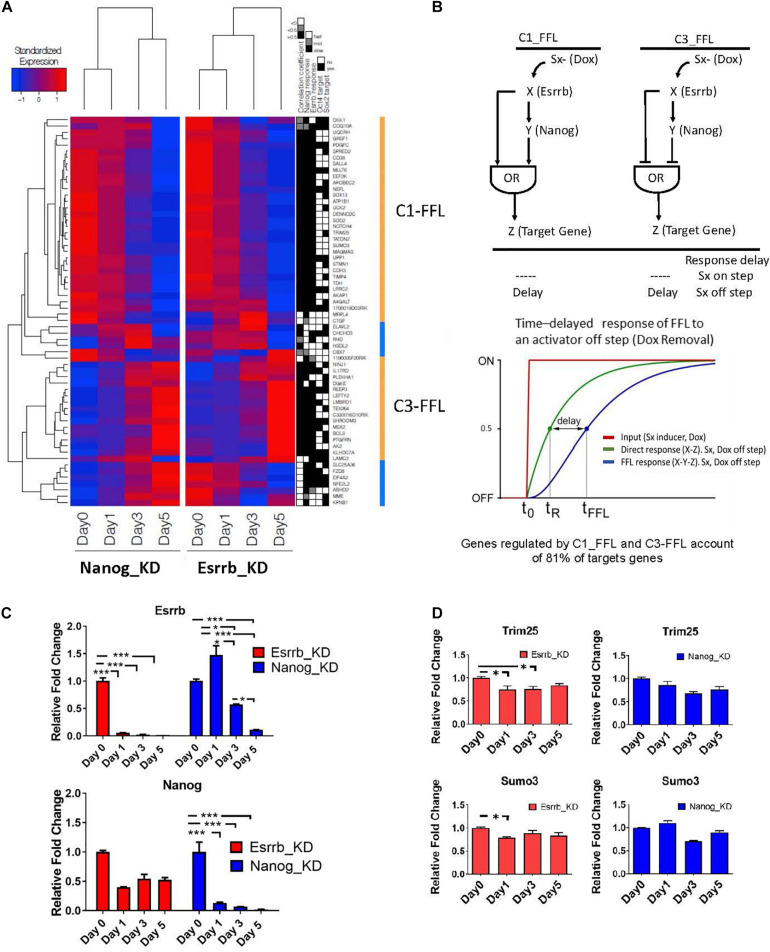
Predicted time delay responses in the Esrrb-Nanog domain. **(A)** Hierarchical clustering of expression changes of Esrrb and Nanog targets during both downregulation time courses. The black, gray and white map on the right show’s classification of the target gene responses as fast, medium or slow, respectively; the fourth and fifth columns mark direct targets of Oct4 and/or Sox2, respectively. **(B)** Structure of the coherent type 1 (C1-FFL) and type 3 (C3-FFL) feed-forward loops with an OR logic. Transcription factor X regulates transcription factor Y, and both regulate a target gene, Z. Sx is the inducer signal that can be ON or OFF. Graph of the time delay response of FFL to the OFF inducer signal step **(C)** Gene expression levels measured by qRT-PCR of Esrrb (upper graph) and Nanog (lower graph) following Esrrb (red graph) or Nanog (blue graph) depletion. All data are represented as mean ± SD; *n* = 3 and *p* < 0.05 (one-way ANOVA and Bonferroni’s post-test). ^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001. **(D)** Experimental validation of the delayed or “slow” predicted responses for the C1-FFL. Expression levels of, *Trim25* and *Sumo3* measured by qRT-PCR following Esrrb depletion (red graph) or Nanog depletion (blue graph). All data are represented as mean ± SD; *n* = 3 and *p* < 0.05 (one-way ANOVA and Bonferroni’s post-test). ^∗^*P* < 0.05.

One interesting property of the coherent FFLs is delay to upstream stimuli. If expression of a downstream target gene (Z) requires expression of both upstream regulators (X, Y) but only one of the two responds to an input signal (Doxycycline), the expression of the second regulator causes an expression delay or a slow response (Mangan and Alon, 2003). This effect is shown schematically in Figure 4B. In this context, the “signal” (removal of Doxycycline) causes the downregulation of Esrrb or Nanog expression respectively in each time course where either the Esrrb-R or the Nanog-R rescue clone were used, and dynamics of genes downstream of Esrrb and Nanog provided a measurable “response” from which putative regulatory logic can be inferred. Notably, as Nanog levels are not completely abolish upon Esrrb depletion (Figure 4C), this implies a certain delay in the downregulation of Esrrb-Nanog target genes (Figure 4A). This delayed response, for a certain group of genes, is what we observed in each time series experiments with either (Esrrb-R) or (Nanog-R) cell lines, which is characteristic of coherent FFL regulation with an “OR” logic when the input signal is off (Mangan and Alon, 2003).

Experimental validation of the delayed or slow predicted responses from genes of the C1-FFL1 type was carried out using RT-PCR (Figure 4D). The delayed or slow response effect can be observed in the downregulation of the gene Sumo3 and Trim25 (Figure 4D) in comparison with the dynamics observed in other genes like Gli2 (Figure 3B), not participating in this type of motif as only Esrrb binds its promoter but not Nanog (Supplementary Table 2).

From this analysis we conclude that time delay responses in the Esrrb-Nanog domain may provide a temporal window necessary for network information processing and proper response to signals incoming via Esrrb or Nanog.

### Position of the Esrrb-Nanog Module in the Transcription Regulatory Hierarchy of mESC

Based on the Esrrb time course data from this study, we explored the position of the Esrrb/Nanog module within the mESC PGRN. To account for a hierarchical model that governs the pluripotent state we integrated data from the present study with retrieved genomic binding data (Chen et al., 2008; Kim et al., 2008; Marson et al., 2008; Martello et al., 2012) and expression data after depletion of the main pluripotency TFs Oct4 (Ivanova et al., 2006; Loh et al., 2006; Matoba et al., 2006), Sox2 (Ivanova et al., 2006), Nanog (Ivanova et al., 2006; Loh et al., 2006; Lu et al., 2009; Macarthur et al., 2012), and Esrrb (Ivanova et al., 2006; Feng et al., 2009; and the present study). A Bayesian transcriptional network has been reconstructed based on immediate responses (1 or 2 days) following depletion of a given TF. Such analyses identified genes that respond quickly to concentration changes of a potential upstream regulator and thus, are more likely to represent direct transcriptional targets. 

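By day 1 of Esrrb depletion, the largest falls after Esrrb were those of Lrrc34 (-2.36, standard error 0.10, adjusted p = 3.0e-08 from limma), the acetyltransferase Nat1 (-2.16), the glycosyltransferase Mgat4c (from 6.83 ± 0.18 to 4.83 ± 0.27; SD, n = 3 each), the transporter Flvcr2 (-1.96), the phosphodiesterase Pde8a (-1.77) and the matrix protein Edil3 (-1.73). The precursor of miR-363 (Mir363, 1.95), the galectin Lgals2 (1.78), Rassf9 (1.54), the GTPase Irgm1 (1.49), Vrtn (1.49), Pim2 (1.48), the pepsinogen Pga5 (1.45), Plbd1 (1.40) and the Nodal antagonist Lefty1 (1.28) rose most among the genes named here (adjusted p at most 1.5e-05 from limma). Nat1, Mgat4c and Edil3 at day 1 and Mir363 and Rassf9 at day 0 lay under a log2 signal of 6.28, among the dimmest 30% of genes, so the sizes of their changes are less sure. Naive pluripotency genes responded at this day, with 12 of 18 lower and 1, Gbx2 (0.30), higher (12 and 2 adjusted over the list alone; median -0.40; camera, adjusted p = 7.1e-09, and adjusted p = 0.13 with an estimated correlation). Nr0b1 fell from 12.65 ± 0.02 to 11.65 ± 0.11 (SD, n = 3 each), and Zfp42 changed by -0.46. Of 22 general pluripotency genes, 1 was lower and 4 were higher (2 and 5 adjusted over the list alone; camera, adjusted p = 0.23).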

Supplementary Table 5 shows the most probable TF targets, ranked according to the level of significance. 

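At day 1 after removal of Dox, Nanog fell from 12.03 ± 0.09 to 11.23 ± 0.07 and Sox2 from 12.28 ± 0.05 to 12.05 ± 0.06 (log2 signal, SD, n = 3 each). The log2 change was -0.80 for Nanog (standard error 0.06, adjusted p = 3.5e-06 from limma) and -0.23 for Sox2 (standard error 0.06, adjusted p = 0.025 from limma), and these equal the paper's values in Supplementary Table 5 to 2 decimals. Ordered by p among all 19938 genes, Nanog stood at rank 52 and Sox2 at rank 1593. The paper's ranks are of another kind, since they are among transcription factors and combine several knockdown and binding data sets. The ranks here rest on these arrays alone and do not test those of the paper. The call of Sox2 at day 1 was lost without day 0 replicate 1 (adjusted p = 0.074) or 2 (0.083) and without day 1 replicate 1 (0.073) or 3 (0.11). Nanog kept its call without any array left out in turn.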

From these data, high confidence targets of Esrrb are Sox2 and Nanog occupying ranks 12 and 23 among all TFs (1578 murine TFs were taken into account). This represents the 0.8 and 1.5% top percentiles, respectively. Even more strikingly, Esrrb occupies rank 2 among Nanog targets as well as among targets of Sox2. Among Oct4 targets Esrrb occupies rank 25, higher than Sox2 (rank 64) and Nanog (rank 108). These data strongly supported the existence of mutual interactions between Esrrb/Nanog and Esrrb/Sox2 (Figure 5A). The overall architecture of the reconstructed network suggests that Esrrb is tightly linked to the other core pluripotency TFs and occupies the central position in the transcriptional hierarchy. Esrrb is also close to Nanog and Klf4, which appears to comprise the Nanog-Esrrb module, responsible for the processing of incoming external signals (Figure 5B). 

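Klf4, a transcription factor of the naive network that acts downstream of Lif, went from 9.75 ± 0.13 at day 0 to 9.26 ± 0.04 at day 1 and 8.90 ± 0.10 at day 3 (SD, n = 3 each), log2 changes of -0.49 (standard error 0.07, adjusted p = 8.0e-04 from limma) and -0.85 (adjusted p = 1.9e-06). By day 5 it stood at 9.38 ± 0.05. Tfcp2l1, another target of Lif and Stat3, fell more at day 1 (-1.70, standard error 0.11, adjusted p = 1.0e-06 from limma), and Tbx3 changed by -0.69 (standard error 0.07, adjusted p = 5.6e-05). Of 11 genes of Lif and Stat3 signaling, 6 were lower and none was higher at day 3 (8 lower adjusted over the list alone; camera, adjusted p = 4.7e-04, and adjusted p = 0.041 with an estimated correlation). At day 5, 3 were lower, including Gbx2 (-1.15), and 3 higher, including Lif itself (0.82), and the list did not pass the test (camera, direction down, adjusted p = 0.96), where its median (0.10) and its mean (-0.13) differed in sign.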

Interestingly, properties of this structural domain are the time-delayed responses as we have shown in Figure 4.

**FIGURE 5:**
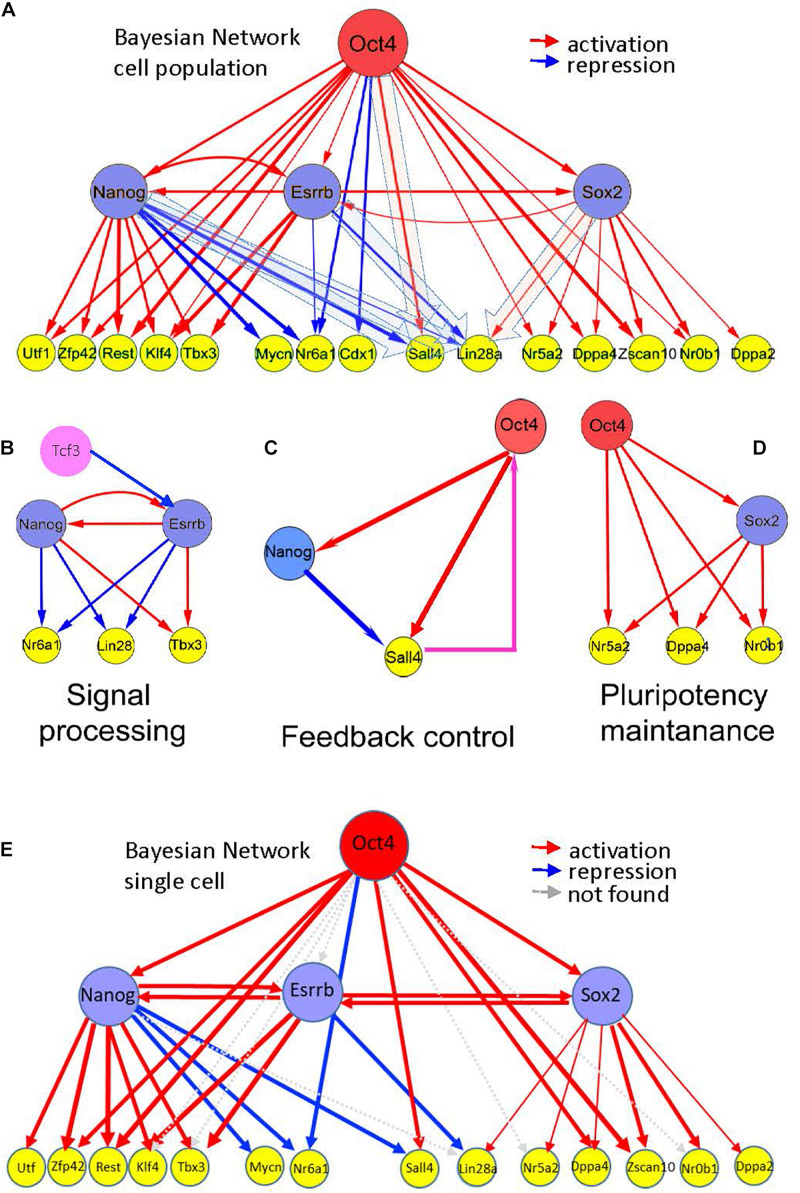
Hierarchy of pluripotency gene networks. **(A)** A Bayesian pluripotency network constructed based on knockdown (and/or knockout) differentiation studies in combination with *in vivo* TF binding analyses (Supplementary Table 5, fraction of predicted targets is shown). The red arrows show activating and the blue arrows show repressive links between the genes. Edge thickness represents the level of experimental support based on all analyzed independent data sources (Supplementary Table 5). Esrrb is tightly linked with other core pluripotency factors, including Nanog and Sox2. **(B–D)** Emerging information-processing circuits in the context of the gene network shown in **(A)**. **(B)** Nanog-Esrrb module, responsible for interpretation and processing external signals, such as Gsk3/Tcf signaling, targeting Esrrb and Nanog, or Lif signaling targeting Nanog and Klfs (Lif is not shown), Klf4 is shown on the panel **(A)**. The Nanog-Esrrb module largely contains multiple coherent feed-forward loops. **(C)** Feedback control circuits, such as Oct4-Nanog-Sall4 (see the panel **A**) are responsible for controlling Oct4 concentration by the downstream pluripotency genes (shown in a box); largely represented by incoherent feed-forward loops with a feedback. Oct4 regulation by Sall4 is suggested by several recent studies (Buganim et al., 2012). **(D)** Pluripotency maintenance unit, Oct4 and Sox2 synergistically activate most of pluripotency genes, this unit also consists of coherent feed-forward loops. **(E)** Bayesian pluripotency network based on single cell data in combination with *in vivo* TF binding analyses. The red arrows show activating and the blue arrows show repressive links between the genes. Gray arrows depict absent connections with respect to the whole cell population network from Figure 5A. Cdx1 was not analyzed in the single cell data.

Several other key pluripotency factors were not found among the immediate targets of the major core factors (Oct4/Sox2/Nanog/Esrrb). For example, the Tcf3 repressor, acting upstream of Nanog and Esrrb and mediating external signals, such as Wnt was not found, thus supporting its possible regulation by and alternative or independent network from the one regulated by Oct4, Nanog, Esrrb, and Sox2 (not shown in Figure 5). 

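The repressor that the paper calls Tcf3 is taken here as the product of Tcf7l1, as in the stem cell literature. Its log2 signal was 9.11 ± 0.05 at day 0 and 9.25 ± 0.04 at day 1 of Esrrb depletion (SD, n = 3 each), a change of 0.13 that did not pass the test (standard error 0.07, adjusted p = 0.26 from limma). Later it rose, by 0.38 at day 3 (standard error 0.07, adjusted p = 8.6e-04 from limma) and by 0.54 at day 5 (standard error 0.07, adjusted p = 3.3e-05 from limma), when its signal was 9.65 ± 0.13 (SD, n = 3). The gene with the symbol Tcf3 rose at day 1, by 0.29 (standard error 0.08, adjusted p = 0.025 from limma).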

A second example is cMyc a TF expressed in ESCs (Supplementary Table 5). This oncogenic TF is a point of intersection between the pluripotency and the cancer transcriptional networks (Kim et al., 2010).

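Myc, which encodes cMyc, rose by 0.48 on the log2 scale at day 1 of Esrrb depletion (standard error 0.10, adjusted p = 0.0088 from limma), from 9.90 ± 0.12 to 10.38 ± 0.05 (SD, n = 3 each). At day 3 it had fallen below day 0, with a change of -0.60 (standard error 0.10, adjusted p = 6.4e-04 from limma), and the change of -0.28 at day 5 did not pass the test (adjusted p = 0.050 from limma). Its paralog Mycn rose by 0.45 at day 1 (standard error 0.06, adjusted p = 5.2e-04 from limma), by 0.26 at day 3 (adjusted p = 0.0066), and at day 5 its change of 0.09 did not pass the test.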

Inspection of the reconstructed transcriptional mESC hierarchy revealed downstream genes Sall4 and Lin28a, which were alternatively regulated by the core TFs. These genes are positively regulated by Oct4 (Sall4) and Sox2 (Lin28a) but are negatively regulated by Nanog (Sall4 and Lin28a) and Esrrb (Lin28a). This interesting mode of regulation, along with the previously reported feedback link between Sall4 and Oct4 (Buganim et al., 2012; Figure 5C) suggest these TFs (Esrrb and Nanog) as candidates that trigger state switching of the entire PGRN through a feedback regulatory mechanism. 

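Lin28a, an RNA binding protein that blocks let-7 maturation, rose by 0.38 at day 1 of Esrrb depletion (standard error 0.06, adjusted p = 0.0011 from limma), by 0.52 at day 3 and by 0.40 at day 5 (adjusted p = 2.2e-05 and 1.2e-04), from 10.38 ± 0.07 at day 0 to 10.78 ± 0.06 at day 5 (SD, n = 3 each). Sall4, a zinc finger factor of the core network, had log2 changes of 0.03 at day 1, -0.01 at day 3 and 0.12 at day 5, none of which passed the test (adjusted p = 0.85, 0.94 and 0.18 from limma), with 11.29 ± 0.02 at day 0 and 11.41 ± 0.14 at day 5 (SD, n = 3 each).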

Interestingly, the Oct4-Sox2 domain of the reconstructed hierarchy matched the core network reconstructed from our multi-omics analysis (compare Figures 2D, 5D); thus, suggesting the existence of yet another structural network domain in the pluripotency network.

Finally, we integrated mESC single cell expression profiles into our hierarchical model (Figure 5E) to compare with the whole population previously analyzed (Figure 5A) and the results showed a high degree of conservation. 78% of the activating or repressing interactions were preserved.

## Discussion

The key events that yield cell fate decisions occur over time as regulatory networks process biological information. In fact, it is likely that actual changes in cell phenotype may be emergent properties of collective network dynamics (Lu et al., 2009; Kim et al., 2020). Network dynamics and network-mediated information processing remain largely unexplored in most biological systems. Here, we apply an integrated multi-level and temporal experimental/computational approach for dynamic network analyses. We acquire and integrate epigenetic, mRNA and protein datasets from mESCs undergoing cell fate changes in response to a single, well-defined perturbation, the shRNA-mediated depletion of Esrrb, a key pluripotency TF. Our studies provide a comprehensive view of biological information processing mechanisms as pluripotent stem cells exit the pluripotency state.

Analysis of the dynamic changes in gene product levels and epigenetic modifications revealed two major clusters suggesting two major states of the regulatory mESC gene network in the presence of serum plus Lif conditions (Figure 2A). 

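Cluster A of Supplementary Table 1 holds 705 genes, of which 662 were matched to the arrays by symbol. Of these, 64 were lower and 83 higher than at day 0 at day 1, 269 were lower and 40 higher at day 3, and 423 were lower and 15 higher at day 5 (458 and 18 adjusted over the list alone). Jam2 changed by -2.73, Ptgs2 by -2.64 and Edil3 by -2.07 at day 5 (adjusted p at most 3.6e-08 from limma), and the genes that rose included Lzts2 (0.81), Myh7b (0.50) and Fbxo36 (0.47). Cluster B holds 859 genes, of which 804 were matched. At day 1, 120 were higher and 58 lower, at day 3, 326 were higher and 96 lower, and at day 5, 459 were higher and 63 lower (480 and 76 adjusted over the list alone). The scavenger receptor Colec12 rose by 2.42 at day 5 (standard error 0.17, adjusted p = 2.4e-07 from limma), and the genes of cluster B that fell included Clic6 (-2.43), Nat1 (-2.32) and Rasgrp2 (-1.64). The study chose both clusters on these arrays among other data, so the counts are not independent evidence of the direction. The 15 higher genes of cluster A became 9 without day 5 replicate 3, and 9 after a further quantile normalization.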

Genes in the first cluster are shut down upon the exit from pluripotency, while genes in the second cluster are activated upon differentiation. More complex patterns of behavior (e.g., intermediate transition states) were not detected; however, the differentiation cluster contains certain sub clusters, potentially reflecting the presence of alternatively differentiating cell lineages (Figures 2E–G).

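Some genes turned during the time course. From day 0 to day 3, 605 genes fell that rose again from day 3 to day 5, and 869 rose that fell again (both changes at an adjusted p under 0.05 from limma), while 370 fell in both intervals and 560 rose in both. Of the first group 396, and of the second 582, did not differ from day 0 at day 5. If the lists of the 2 intervals were independent, 340 and 329 genes would turn in these ways, 319 would fall in both and 351 rise in both, so overlaps in the same direction exceed independence as well. The arrays of day 3 enter both intervals with opposite signs, which raises overlaps in opposite directions, those of the genes that turned. In 20 simulations with no change, 97 to 134 genes fell and rose at an unadjusted p under 0.05, more than independent lists would share, and 0 at an adjusted p under 0.05, where few genes pass without a change, so a part of the excess may come from these shared arrays. Nanog, Klf4, Klf5 and Tfcp2l1, of the 18 naive pluripotency genes, fell by day 3 and then rose, Nanog by 0.37 (standard error 0.06, adjusted p = 5.6e-04 from limma) and Tfcp2l1 by 0.56 (standard error 0.11, adjusted p = 0.0018). Nanog was lowest at day 1 and had already risen by 0.18 from day 1 to day 3 (standard error 0.06, adjusted p = 0.047 from limma), so its turn came before day 3. The actin Acta2 (rise of 2.11 from day 3 to day 5), the collagen Col1a2 (1.24), the cytokine Csf1 (1.73) and the matrix protein Thbs1 (1.71) also fell by day 3 and then rose, named after their values were seen. Of 17 fibroblast markers 5 fell and rose with them. Bhlhe41, a circadian repressor, rose by 1.90 by day 3 and then changed by -1.56, and the transcription factors Bcl11a (1.08, then -1.06) and Myb (1.04, then -1.09) turned likewise. In cluster A, 34 genes fell and rose and 28 rose and fell, and in cluster B 61 and 95. With each array centred on its median the totals were 767 and 666, so that the first was then the larger. Without day 3 replicate 2 the totals were 415 and 659, and without day 3 replicate 3 they were 429 and 672.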

The integrated multi-omic analyses based on co-expression among the regulatory layers suggest that different epigenetic levels contribute unequally to the exit from pluripotency and initiation of differentiation. Specifically, dynamic changes in the promoter methylation were tightly associated with the core of the pluripotency cluster, suggesting this is the major mechanism for shutting-down pluripotency genes (Figure 2C). In contrast, dynamic changes associated with the repressive H3K27me3 histone methylation mark were largely observed in the differentiation cluster but not the pluripotency cluster. Although this observation might reflect the abundance of CpG rich domains at promoters, it is also possible that the alternative levels of regulation are respectively more effective in erasing epigenetic memory and facilitating alternative cell fate commitment directions upon exiting pluripotency.

Overall, the data suggests tight functional linkage between Esrrb and Nanog TFs (Figure 4A), which might be essential for processing external and internal signals. Network reconstruction studies also support the existence of the Esrrb-Nanog domain in the context of the pluripotency network (Figure 5B).

Based on integrative analysis of multiple knockdown studies and *in vivo* binding assays, we constructed a hierarchical model describing interactions between the major TFs upon differentiation (Figure 5). Major features of the established hierarchy included close linkage between the Esrrb and Nanog and the presence of incoherent feed forward loops (iFFL), incorporating the major core pluripotency factors and some of their target genes. Both Nanog and Esrrb were found to be the parts of a BPL targeting *Lin28a*, Nanog was a part of FFL targeting *Sall4* (Figure 5C).

Such incoherent FFLs and BPLs are known to be broadly involved in developmental pattern formation, cell fate specification and many other biological processes, which require switching of gene activity states and establishing threshold concentrations.

Another interesting feature found in our reconstructed hierarchy network is a noticeable functional difference between the Esrrb-Nanog and Oct4-Sox2 network domains. The former pair is involved in both activation and repression (Figure 5B, blue and red arrows), while the latter serves mainly as a pair of activators (Figure 5D, red arrows). The “general” activation functions of the Oct4-Sox2 pair seem to maintain the expression of pluripotency genes, while the functions of Esrrb-Nanog pair more likely contribute to information processing and decision-making.

This presence of the Oct4-Sox2 and Esrrb-Nanog modules is also supported by systematic knockdown studies of 100 TFs (KD-100) in mESC where the Oct4-Sox2 module maintains pluripotency and prevents extraembryonic fates while Nanog-Esrrb and SallL4 coordinate different signal processes preventing cell fate differentiation (Nishiyama et al., 2013). In particular, Sall4 plays a clear feedback control in the pluripotency maintenance as there is evidence that *Sall4* is not only regulated by the core factors it also provides feedback control to the system by regulating *Oct4* (Figure 5C; Yang et al., 2010).

Finally, to validate our hierarchical model at the single cell level, we analyzed single cell gene expression profiles of mESCs (Papatsenko et al., 2015). To our surprise, 78% of the interactions observed in the cell population were maintained at the single cell level (see Figure 5E).

It has been shown that iPSC reprogramming is a stochastic process where early expression of Esrrb, Utf1, Lin28, and Dppa2 are good predictors for cells that will eventually yield fully reprogrammed iPSCs, expressing high levels of Oct4 and Sox2 (Buganim et al., 2012, 2014). To a certain degree, the reprogramming process is opposite (reversed) to differentiation; therefore, one may expect that the reprogramming hierarchy would be opposite to that in differentiation. Indeed, factors predicting successful iPSC reprogramming occupy lower positions in our hierarchical network, while the core factor Oct4 occupies the highest position. Such comparison of the differentiation and the reprogramming networks suggests a high degree of flexibility of the pluripotency network and its potential for dynamic rewiring.

## Conclusion

In summary, our results suggest flexibility in the architecture of the pluripotency network incorporating at least two large network domains (Esrrb-Nanog and Oct4-Sox2) and numerous feed-forward as well as feedback regulatory interconnections that collectively control cell fate transitions in pluripotent stem cells.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

AS designed the project, performed the experiments, and prepared the manuscript. AV, RU, GL, FG-B, D-FL, JS, and AW performed the experiments. DP, AvM, HX, EC, BT, RW, ZW, and RU performed the bioinformatics analyses. IL prepared the manuscript. All authors reviewed and approved the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] BoianiM.SchölerH. R. (2005). Regulatory networks in embryo-derived pluripotent stem cells. *Nat. Rev. Mol. Cell Biol.* 6 872–884. 10.1038/nrm1744 16227977

[B2] BoyerL. A.TongI. L.ColeM. F.JohnstoneS. E.LevineS. S.ZuckerJ. P. (2005). Core transcriptional regulatory circuitry in human embryonic stem cells. *Cell* 122 947–956. 10.1016/j.cell.2005.08.020 16153702PMC3006442

[B3] BuganimY.FaddahD. A.ChengA. W.ItskovichE.MarkoulakiS.GanzK. (2012). Single-cell expression analyses during cellular reprogramming reveal an early stochastic and a late hierarchic phase. *Cell* 150 1209–1222. 10.1016/j.cell.2012.08.023 22980981PMC3457656

[B4] BuganimY.MarkoulakiS.Van WietmarschenN.HokeH.WuT.GanzK. (2014). The developmental potential of iPSCs is greatly influenced by reprogramming factor selection. *Cell Stem Cell* 15 295–309. 10.1016/j.stem.2014.07.003 25192464PMC4170792

[B5] ChenX.XuH.YuanP.FangF.HussM.VegaV. B. (2008). Integration of external signaling pathways with the core transcriptional network in embryonic stem cells. *Cell* 133 1106–1117. 10.1016/j.cell.2008.04.043 18555785

[B6] FengB.JiangJ.KrausP.NgJ. H.HengJ. C. D.ChanY. S. (2009). Reprogramming of fibroblasts into induced pluripotent stem cells with orphan nuclear receptor Esrrb. *Nat. Cell Biol.* 11 197–203. 10.1038/ncb1827 19136965

[B7] FestucciaN.HalbritterF.CorsinottiA.GagliardiA.ColbyD.TomlinsonS. R. (2018). Esrrb extinction triggers dismantling of naïve pluripotency and marks commitment to differentiation. *EMBO J.* 37:e95476. 10.15252/embj.201695476 30275266PMC6213284

[B8] FestucciaN.OsornoR.HalbritterF.Karwacki-NeisiusV.NavarroP.ColbyD. (2012). Esrrb is a direct Nanog target gene that can substitute for Nanog function in pluripotent cells. *Cell Stem Cell* 11 477–490. 10.1016/j.stem.2012.08.002 23040477PMC3473361

[B9] GoentoroL.ShovalO.KirschnerM. W.AlonU. (2009). The incoherent feedforward loop can provide fold-change detection in gene regulation. *Mol. Cell* 36 894–899. 10.1016/j.molcel.2009.11.018 20005851PMC2896310

[B10] HernandezC.WangZ.RamazanovB.TangY.MehtaS.DambrotC. (2018). Dppa2/4 facilitate epigenetic remodeling during reprogramming to pluripotency. *Cell Stem Cell* 23 396–411.e8. 10.1016/j.stem.2018.08.001 30146411PMC6128737

[B11] HsuS. C.HungM. C. (2007). Characterization of a novel tripartite nuclear localization sequence in the EGFR family. *J. Biol. Chem.* 282 10432–10440. 10.1074/jbc.M610014200 17283074

[B12] HutchinsA. P.ChooS. H.MistriT. K.RahmaniM.WoonC. T.NgC. K. L. (2013). Co-motif discovery identifies an esrrb-Sox2-DNA ternary complex as a mediator of transcriptional differences between mouse embryonic and epiblast stem cells. *Stem Cells* 31 269–281. 10.1002/stem.1279 23169531

[B13] IvanovaN.DobrinR.LuR.KotenkoI.LevorseJ.DeCosteC. (2006). Dissecting self-renewal in stem cells with RNA interference. *Nature* 442 533–538. 10.1038/nature04915 16767105

[B14] KhulanB.ThompsonR. F.YeK.FazzariM. J.SuzukiM.StasiekE. (2006). Comparative isoschizomer profiling of cytosine methylation: the HELP assay. *Genome Res.* 16 1046–1055. 10.1101/gr.5273806 16809668PMC1524864

[B15] KimH. J.OsteilP.HumphreyS. J.CinghuS.OldfieldA. J.PatrickE. (2020). Transcriptional network dynamics during the progression of pluripotency revealed by integrative statistical learning. *Nucleic Acids Res.* 48 1828–1842. 10.1093/nar/gkz1179 31853542PMC7038952

[B16] KimJ.ChuJ.ShenX.WangJ.OrkinS. H. (2008). An extended transcriptional network for pluripotency of embryonic stem cells. *Cell* 132 1049–1061. 10.1016/j.cell.2008.02.039 18358816PMC3837340

[B17] KimJ.WooA. J.ChuJ.SnowJ. W.FujiwaraY.KimC. G. (2010). A Myc network accounts for similarities between embryonic stem and cancer cell transcription programs. *Cell* 143 313–324. 10.1016/j.cell.2010.09.010 20946988PMC3018841

[B18] KuleshovM. V.JonesM. R.RouillardA. D.FernandezN. F.DuanQ.WangZ. (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res.* 44 W90–W97. 10.1093/nar/gkw377 27141961PMC4987924

[B19] LeeD. F.SuJ.SevillaA.GingoldJ.SchanielC.LemischkaI. R. (2012). Combining competition assays with genetic complementation strategies to dissect mouse embryonic stem cell self-renewal and pluripotency. *Nat. Protocols* 7 729–748. 10.1038/nprot.2012.018 22441292

[B20] LiuG.DavidB. T.TrawczynskiM.FesslerR. G. (2020). Advances in pluripotent stem cells: history, mechanisms, technologies, and applications. *Stem Cell Rev. Rep.* 16 3–32. 10.1007/s12015-019-09935-x 31760627PMC6987053

[B21] LohY. H.WuQ.ChewJ. L.VegaV. B.ZhangW.ChenX. (2006). The Oct4 and Nanog transcription network regulates pluripotency in mouse embryonic stem cells. *Nat. Genet.* 38 431–440. 10.1038/ng1760 16518401

[B22] LuR.MarkowetzF.UnwinR. D.LeekJ. T.AiroldiE. M.MacArthurB. D. (2009). Systems-level dynamic analyses of fate change in murine embryonic stem cells. *Nature* 462 358–362. 10.1038/nature08575 19924215PMC3199216

[B23] MacarthurB. D.LachmannA.LemischkaI. R.Ma’ayanA. (2009). GATE: software for the analysis and visualization of high-dimensional time series expression data. *Bioinformatics* 26 143–144. 10.1093/bioinformatics/btp628 19892805PMC2796822

[B24] MacarthurB. D.SevillaA.LenzM.MüllerF. J.SchuldtB. M.SchuppertA. A. (2012). Nanog-dependent feedback loops regulate murine embryonic stem cell heterogeneity. *Nat. Cell Biol.* 14 1139–1147. 10.1038/ncb2603 23103910PMC3507454

[B25] ManganS.AlonU. (2003). Structure and function of the feed-forward loop network motif. *Proc. Natl. Acad. Sci. U S A.* 100 11980–11985. 10.1073/pnas.2133841100 14530388PMC218699

[B26] MarsonA.LevineS. S.ColeM. F.FramptonG. M.BrambrinkT.JohnstoneS. (2008). Connecting microRNA genes to the core transcriptional regulatory circuitry of embryonic stem cells. *Cell* 134 521–533. 10.1016/j.cell.2008.07.020 18692474PMC2586071

[B27] MartelloG.SugimotoT.DiamantiE.JoshiA.HannahR.OhtsukaS. (2012). Esrrb is a pivotal target of the Gsk3/Tcf3 axis regulating embryonic stem cell self-renewal. *Cell Stem Cell* 11 491–504. 10.1016/j.stem.2012.06.008 23040478PMC3465555

[B28] MatobaR.NiwaH.MasuiS.OhtsukaS.CarterM. G.SharovA. A. (2006). Dissecting Oct3/4-regulated gene networks in embryonic stem cells by expression profiling. *PLoS One* 1:e26. 10.1371/journal.pone.0000026 17183653PMC1762406

[B29] MiloR.Shen-OrrS.ItzkovitzS.KashtanN.ChklovskiiD.AlonU. (2002). Network motifs: simple building blocks of complex networks. *Science* 298 824–827. 10.1126/science.298.5594.824 12399590

[B30] NishiyamaA.SharovA. A.PiaoY.AmanoM.AmanoT.HoangH. G. (2013). Systematic repression of transcription factors reveals limited patterns of gene expression changes in ES cells. *Sci. Rep.* 3:1390. 10.1038/srep01390 23462645PMC3589720

[B31] OtasekD.MorrisJ. H.BouçasJ.PicoA. R.DemchakB. (2019). Cytoscape automation: empowering workflow-based network analysis. *Genome Biol.* 20:185. 10.1186/s13059-019-1758-4 31477170PMC6717989

[B32] PapatsenkoD.DarrH.KulakovskiyI. V.WaghrayA.MakeevV. J.MacarthurB. D. (2015). Single-Cell analyses of ESCs reveal alternative pluripotent cell states and molecular mechanisms that control self-renewal. *Stem Cell Rep.* 5 207–220. 10.1016/j.stemcr.2015.07.004 26267829PMC4618835

[B33] PapatsenkoD.LevineM. (2011). The *Drosophila* gap gene network is composed of two parallel toggle switches. *PLoS One* 6:e21145. 10.1371/journal.pone.0021145 21747931PMC3128594

[B34] PardoM.LangB.YuL.ProsserH.BradleyA.BabuM. M. (2010). An expanded Oct4 interaction network: implications for stem cell biology. *Dev. Dis. Cell Stem Cell* 6 382–395. 10.1016/j.stem.2010.03.004 20362542PMC2860244

[B35] Shen-OrrS. S.MiloR.ManganS.AlonU. (2002). Network motifs in the transcriptional regulation network of *Escherichia coli*. *Nat. Genet.* 31 64–68. 10.1038/ng881 11967538

[B36] UnwinR. D.GriffithsJ. R.WhettonA. D. (2010). Simultaneous analysis of relative protein expression levels across multiple samples using iTRAQ isobaric tags with 2D nano LC-MS/MS. *Nat. Protocols* 5 1574–1582. 10.1038/nprot.2010.123 21085123

[B37] van den BergD. L. C.SnoekT.MullinN. P.YatesA.BezstarostiK.DemmersJ. (2010). An Oct4-Centered protein interaction network in embryonic stem cells. *Cell Stem Cell* 6 369–381. 10.1016/j.stem.2010.02.014 20362541PMC2860243

[B38] van den BergD. L. C.ZhangW.YatesA.EngelenE.TakacsK.BezstarostiK. (2008). Estrogen-Related receptor beta interacts with Oct4 to positively regulate nanog gene expression. *Mol. Cell. Biol.* 28 5986–5995. 10.1128/mcb.00301-08 18662995PMC2547019

[B39] VerneriP.Vazquez EchegarayC.OsesC.StortzM.GubermanA.LeviV. (2020). Dynamical reorganization of the pluripotency transcription factors Oct4 and Sox2 during early differentiation of embryonic stem cells. *Sci. Rep.* 10:5195. 10.1038/s41598-020-62235-0 32251342PMC7089971

[B40] WangJ.RaoS.ChuJ.ShenX.LevasseurD. N.TheunissenT. W. (2006). A protein interaction network for pluripotency of embryonic stem cells. *Nature* 444 364–368. 10.1038/nature05284 17093407

[B41] XuH.BaroukhC.DannenfelserR.ChenE. Y.TanC. M.KouY. (2013). ESCAPE: database for integrating high-content published data collected from human and mouse embryonic stem cells. *Database* 2013:bat045. 10.1093/database/bat045 23794736PMC3689438

[B42] YangJ.GaoC.ChaiL.MaY. (2010). A novel SALL4/OCT4 transcriptional feedback network for pluripotency of embryonic stem cells. *PLoS One* 5:e10766. 10.1371/journal.pone.0010766 20505821PMC2874005

[B43] YouK. T.ParkJ.KimV. N. (2015). Role of the small subunit processome in the maintenance of pluripotent stem cells. *Genes Dev.* 29 2004–2009. 10.1101/gad.267112.115 26443847PMC4604342

[B44] YuH. B.KunarsoG.HongF. H.StantonL. W. (2009). Zfp206, Oct4, and Sox2 are integrated components of a transcriptional regulatory network in embryonic stem cells. *J. Biol. Chem.* 284 31327–31335. 10.1074/jbc.M109.016162 19740739PMC2781530

[B45] ZhangX.ZhangJ.WangT.EstebanM. A.PeiD. (2008). Esrrb activates Oct4 transcription and sustains self-renewal and pluripotency in embryonic stem cells. *J. Biol. Chem.* 283 35825–35833. 10.1074/jbc.M803481200 18957414

# Supplementary material for: An Esrrb and Nanog Cell Fate Regulatory Module Controlled by Feed Forward Loop Interactions
**Source:** Front Cell Dev Biol. 2021 Mar 19;9:630067. doi: 10.3389/fcell.2021.630067
**Supplement:** Supplementary file 1

## SUPPLEMENTAL EXPERIMENTAL PROCEDURES

### Primer List.

List of oligonucleotides used in this study.

| Description                  | Forward Primer        | Reverse Primer             | Ref                 |
|------------------------------|-----------------------|----------------------------|---------------------|
| Esrrb endo                   | ACCCAGTTCTCAGTGGATGC  | AGGAGAAACAGCAGGCAAAA       |                     |
| Esrrb exo                    | TCTGGACTCGCCGCCTATGTT | GCGTTAAGCATGTACTCGCATTTGAT |                     |
| Intergenic_Chr8              | AAGGGGCCTCTGCTTAAAAA  | AGAGCTCCATGGCAGGTAGA       | Boyer et al. 2006.  |
| Intergenic_Chr6              | CCCCTTTCTGAAGCACTCTG  | TAAGGCGTCATTTCCCAAAG       | Boyer et al. 2006.  |
| pSox2                        | CCTAGGAAAAGGCTGGGAAC  | GTGGTGTGCCATTGTTTCTG       | Boyer et al. 2006.  |
| pPou5f1                      | TGGGCTGAAATACTGGGTTC  | TTGAATGTTCGTGTGCCAAT       | Boyer et al. 2006.  |
| pNanog                       | TTGGGACCAGCTAGAGCAAT  | CCAGGCTTGTCTACCACCAT       | Boyer et al. 2006.  |
| pSox17                       | TGTCCTTTAACAGGCCTTGG  | GCAGCGGTATCACACTCAA        | Boyer et al. 2006.  |
| pOlig1                       | CCATCTGTTGCAAAATCGTG  | CTCGAGCTCTATTGCCATCC       | Boyer et al. 2006.  |
| pOlig2                       | GCCTGACGCTACAGTGACAA  | GGCTAATCCGCTCAATGAA        | Boyer et al. 2006.  |
| pOlig3                       | CTGAATGATGATGGCACGTC  | CTGTTTCCTGCACTGCACAT       | Boyer et al. 2006.  |
| pZfp42Fwd (–283 to –117)     | TGCATCCTCTGCTTGTGTAA  | CAGAGCTGTCCCTTGTCT         | van der Berg.D 2008 |
| pRest Fwd (–3216 to –3071)   | CTCCCCTGGACAATAGCTTC  | CGTCCTTCATTTCTCAGTG        | van der Berg.D 2008 |
| pDppa3 Fwd (–1770 to –1550)  | GATCCAGCTGGTCTGAGCTA  | GTGCAGGGATCATAGGAGTG       | van der Berg.D 2008 |
| pLefty1 Fwd (–1264 to –1060) | AAGCTGCAGACTTCATTCCA  | CGGGGGATAGATGAAGAAAC       | van der Berg.D 2008 |
| pAmilase                     | CTCCTTGTACGGGTGTTGT   | AATGATGTGCACAGCTGAA        | van der Berg.D 2008 |
| Rnf125                       | TGACATGAGGGCGCACATAAG | TGGTGTGCGCAAGTTCTAGC       |                     |

|         |                        |                        |  |
|---------|------------------------|------------------------|--|
| Zscan10 | GCGGAACCAGTCCCTGATG    | CGTGGCCCCATATCTTCCTG   |  |
| Dppa2   | TCAACGAGAACCAATCTGAGGA | GCGTAGCGTAGTCTGTGTTTG  |  |
| Krr1    | CTCAGCCGCAGAAACAGAAG   | ATTTCGGAACAAGGTTGCGA   |  |
| Esrrb   | CTAGTTGCGGCTCCTTCATC   | TGGCGTTAAGCATGTACTCG   |  |
| Nanog   | CCAGTCCCAAACAAAAGCTC   | ATCTGCTGGAGGCTGAGGTA   |  |
| Pou5f1  | GGATGGCATACTGTGGACCT   | GTTGGTTCCACCTTCTCAA    |  |
| Sox2    | CACAACCTCGGAGATCAGCAA  | CTCCGGGAAGCGTGTACTTA   |  |
| Fgfr2   | CACCGAGAAGATGGAGAAGC   | GCGATGCTCCTGCTTAAACT   |  |
| Gli2    | GCCCTGGAGAGTCACCTT     | TGCACAGACCGGAGGTAGT    |  |
| Mllt6   | ATGAAGGAGATGGTAGGAGGC  | CCTGGACGATGCCATAGCAA   |  |
| Nefl    | CCGTACTTTTCGACCTCTACA  | CTTGTGTGCGGATAGACTTGAG |  |
| Trim25  | ATGGCTCAGGTAACAAGGGAG  | GGGAGCAACAGGGGTTTTCTT  |  |
| Spred2  | GAAGAAACACACCCGGACGAT  | CTCCTTCCTGTGGGAACCAT   |  |
| Sumo3   | GGCTCGGTGGTACAGTTCAAG  | CCGGAATCGAATCTGCCTCAT  |  |

### Real-time quantitative PCR

Cells were trypsinized and collected at specific time points. Total RNA was extracted using Trizol Reagent (Invitrogen), column-purified with RNeasy kit (Qiagen) and treated with RNase-free DNase (Qiagen). Total RNA (1 µg) was reverse transcribed using a high-capacity reverse transcription kit (Applied Biosystems). All quantitative PCR analyses were performed using the Fast SYBR Green Master Mix (Applied Biosystems) following the manufacturer's protocols on the Light Cycler 480 Real-Time PCR System (Roche). All measurements were performed in technical triplicates.

### Antibodies

The following commercially available antibodies were used at the indicated concentrations for western blot:  $\alpha$ - $\beta$ -actin (Sigma, catalogue number A5441, clone AC-15, RRID: AB\_476744 1:1,000), Esrrb (R&D Systems, PP-H6707, RRID: AB\_1961870, 1:1000), H3 (Abcam, ab1791, RRID: AB\_302613, 1:1000), H3K4me3 (Abcam, ab8580, RRID: AB\_306649, 1:1000), H3K27me3 (Upstate, 07-449, RRID: AB\_310624, 1:1000), GFP (Cell Signaling, 2555, RRID: AB\_10692764

1:1000),  $\alpha$ -Tubulin (Sigma, T5168, RRID: AB\_477579, 1:1000), Calnexin (Sigma, C4731, RRID: AB\_476845, 1:1000), Dnmt3a (Abgent, AP1034a, RRID: AB\_352513, 1:500), Mov10 (Protein Tech Group, 10370-1-AP, RRID: AB\_2297897, 1:1000), Klf5 (Abcam, ab24331, RRID: AB\_775925, 1:1000), CREB1 (Santa Cruz, sc-58, RRID: AB\_631314, 1:500).

## Microarray data analysis

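Applied to the mean values of the 19938 genes on the 12 arrays of Esrrb depletion, the methods' analysis of variance left 771 genes after the Bonferroni correction, and 420 of these had a total fold change over 2, taken as the range of the 4 day means. On the 35557 single probe sets the counts were 736 and 424. Esrrb (adjusted p = 6.2e-11) and the keratins Krt19 (3.7e-10) and Krt18 (5.1e-10) had the smallest p in the moderated F test of limma, which called 9083 genes at an adjusted p under 0.05. A total fold change over 2 in addition left 779 of these.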

Significant genes for each time series were found using one-way analysis of variance with a Bonferroni-corrected *P* value of 0.05 and a total fold change greater than 2. All subsequent clustering and dimensionality reduction analyses were performed in R and Matlab, using the Bioinformatics and Statistics Toolboxes. Data were row standardized to avoid bias towards highly expressed genes and hierarchical clustering was performed on standard scores. Hierarchical clustering was performed using the Euclidean distance metric and the average linkage function.

## Processing the proteomic data

We used ProQUANT and ProGROUP software (Applied Biosystems) to analyze the mass spectrometric data, giving confidence values for the relative quantification analysis. Further proteomic analyses included only proteins that were identified with more than 95% confidence and where the error factor of the measurement was less than 2. From the 1790 detected proteins, the analysis considered only that mapped to our non-redundant mRNA data set (**Table S1**).

## Chromatin Immunoprecipitation

Chromatin Immunoprecipitations (ChIP) were performed as described (Boyer et al., 2005). Images acquired from the Solexa sequencer were processed through the bundled Solexa image extraction pipeline and aligned to the Mouse July 2007 assembly (NCBI37/mm9) using ELAND software. Complete sequence data are available at the NCBI GEO (Gene Expression Omnibus) database (Edgar et al., 2002; Barrett et al., 2011) under the accession designation number: GSE31842. Only uniquely mapped coordinates were used for further analyses. Uniquely aligned 36 bp sequences were extended to 250 bp in the 3' direction and allocated into 20 bp bins. We used a previously published algorithm (Zhang et al., 2008), Model-based Analysis of ChIP-Seq (MACS), for peak-finding.

Binding regions were identified based on: (1) 250 bp bandwidth, (2) >10-fold and <30-fold change between total tag counts from each ChIP library vs. the negative/input ChIP library and (3) a p-value threshold of 10<sup>-5</sup>. Esrrb bound genomic DNA was enriched from whole cell lysates using anti-Esrrb antibody (R&D; PP-H6707-00, Clone H6707, Lot# A-1, RRID: AB\_1961870) and compared to the starting whole cell extracts. H3K4me3 and H3K27me3 modified nucleosomes were enriched from whole cell lysates at the day 0, 1, 3 and 5 time points using an epitope-specific rabbit polyclonal antibody for H3K4me3 (Abcam; ab8580, Lot #1016899, RRID: AB\_306649) and H3K27me3 (Upstate: 07-449; Lot# DAM1387952, RRID: AB\_310624) (Santos-Rosa et al., 2002; Guenther et al., 2007) and compared to the starting whole cell extract corresponding to the each specific day.

## Array-based methylation analysis using HELP

The HELP assay was performed as previously described (Khulan et al., 2006) with the following modifications. One microgram of high molecular weight DNA was digested overnight with HpaII or MspI (NEB, Ipswich, MA). DNA fragments were purified using phenol/chloroform, resuspended in 10 mM Tris-HCl pH 8.0, and ligated in an overnight reaction using the HpaII aptamer and T4 DNA ligase. Ligation-mediated PCR was performed as previously described (Khulan et al., 2006) and products were labelled and hybridized onto a Roche NimbleGen, Inc Arrays (Madison, WI) custom array designed by Dr. Ari Melnick's laboratory (Weill Cornell medical College, NY).

## Array-based methylation using HELP data analysis

Data pre-processing and quality control was performed as previously described (Khulan et al., 2006) using R software 2.9.0 (2008) and BioConductor (Gentleman et al., 2004). Intra-array normalization was followed by the determination of background noise for each channel (2.5 median absolute deviations from the median of the random probes log<sub>2</sub> signal for that channel). Each channel was centered by subtracting this noise threshold from its log<sub>2</sub>-transformed signal intensities. The HpaII/MspI (unmethylated/reference) ratio was then determined for each probe set on the array.

The position of the centre of each probe on the array was compared with the transcription start site (TSS) of known Refseq retrieved from UCSC mouse genome annotations Mouse July 2007 (NCBI37/mm9) assembly. Differentially methylated probe sets between the day 0 and days 1, 3 and 5 were determined by the one-way ANOVA test (Ayroles and Gibson, 2006). The significance threshold was set to ANOVA p-value < 0.05, and concurrently FDR was determined using the Benjamini and Hochberg method (Benjamini and Hochberg, 1995). In addition, our threshold for differential methylation for each gene between the means of day 0 and days 1, 3 and 5 was greater than 20% (i.e. ratio of the mean methylation in the two groups [ $\Delta \log (\text{HpaII/MspI})$ ]  $\geq 1.5$ ). **Table S4** contains the complete lists of differentially methylated genes for Esrrb and Nanog knockdown time series within 1Kb from the TSS.

## Data integration analysis of all the regulatory layers

**Merging different regulatory layers:** Datasets for the six regulatory layers (mRNA transcriptome, DNA methylome, nuclear proteome, (histone H3 trimethylated at lysine 4 (H3K4me3), histone H3 trimethyl Lys27 (H3K27me3), and Esrrb localization) were merged by matching each data type to 34,662 non-redundant gene names, available at the MGI (Blake et al., 2011) open web resource:

([ftp://ftp.informatics.jax.org/pub/reports/MRK\\_Synonym.rpt](ftp://ftp.informatics.jax.org/pub/reports/MRK_Synonym.rpt)). Genes, dismissed (reassigned) in the most recent annotation of Mouse July 2007 (NCBI37/mm9) assembly and gene name synonyms as well as RefSeq (Pruitt et al., 2000) were taken into account, in order to minimize losses at the dataset integration stage. Using this procedure, it was possible to match 95%-99% of data points for each regulatory layer. Merging has been done after analysis of variance ANOVA (Ayroles and Gibson, 2006) to score the significance of the correction (as described in detail see below).

**Normalization of time series data from the multiple layers:** Time-series data for all layers were normalized to day 0 using Z-score normalization:

$$Z_{i,j} = \frac{x_{i,j} - x_{i,0}}{\sigma_i} \quad (1)$$

In this formula,  $\sigma$  is the standard deviation in the time series (row)  $i$  and  $x_{i,0}$  is the value for the day (column) 0. The main advantage of this procedure is that it produces the same (comparable) range of values for each profile in each regulatory layer. Normalization was done after the layers were merged together.

**Processing the mRNA transcriptome expression and DNA methylome layers:** Time-series of gene expression data and DNA methylation data, obtained from the Esrrb knockdown time-course, were first subjected to standard ANOVA test (Ayroles and Gibson, 2006). The ANOVA evaluates the consistency of expression values for each probe from one biological replica to another. In order to correct for multiple hypothesis testing, false discovery rates (FDR) (Benjamini and Hochberg, 1995) were computed based on the ANOVA p-values as follows:

$$P_i^{adj} = \min\left(P_{i-1}^{adj}, \frac{N}{k} P_i\right); P_1^{adj} = P_1 \quad (2)$$

$P$  in eq.2 is the ANOVA p-value,  $P^{adj}$  is the adjusted p-value for multiple hypothesis testing,  $N$  is the total number of samples (number of probes in the microarray) and  $k$  is the rank of the  $i^{\text{th}}$  probe, with respect to the ANOVA p-values (lowest ANOVA p-value is the 1st rank, highest ANOVA p-value is the Nth rank). In general, the FDR test is “softer” than the more common Bonferroni correction (Sture Holm, 1979).

Analysis of multiple regulatory layers suffers from missing data; therefore, the threshold for filtering of expression and methylome data (1Kb from TSS only) was set to a relatively low level to include of as many data points as possible. For the methylome we set the threshold at 15% of FDR (15% of false positive can be tolerated). After filtering the data based on this FDR (before merging with other layers), genes with multiple profiles (ie. probes from the array with different methylation states in the CpG islands corresponding to the same gene) were assigned a single profile, choosing the probe with the best p-value. 

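For the expression arrays of the Esrrb time course, the methods' analysis of variance on the values per gene called 10795 genes at a false discovery rate of 15%, 10714 at an unadjusted p under 0.078 and 8555 at a false discovery rate of 5%. Taken over single probe sets, named or not, the counts were 14927, 15789 and 10715. In the moderated F test of limma, Nr0b1, which fell by day 3 and stayed low, had an adjusted p of 3.8e-09, Snai1, which rose late, 8.3e-08, Nanog, which fell and rose again, 9.9e-07, and Myc, which rose at day 1 and was lower at day 3, 1.2e-05.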

The described procedure produced 11,324 significantly changing genes for the expression data and 4495 significantly changed genes from the methylome data.

**Processing the proteome layer:** The proteome layer measured nuclear protein levels because cell fate determination is largely controlled in the nucleus. Therefore, the proteome dataset only measured a small subset of gene-products as compared with the other layers. Nonetheless, we identified 1790 proteins after merging IDs with MGI, as described above (**Table S1**).

**Processing the Esrrb ChIP-seq and histone modification layers:** MACS model-based analysis for ChIP-seq scores for the H3K4me3, H3K27me3 and Esrrb datasets were selected for 2Kb upstream regions only; redundant profiles for each gene were filtered and single profiles (or data points for Chip-seq data), giving the best MACS score were retained. Consequently, the data were merged relative to the non-redundant set of 34,662 genes from MGI (see above). Based on cross-layer comparisons (ChIP-

seq versus expression), it was determined that 600 Esrrb target genes are statistically differentially expressed based on the ANOVA (Ayroles and Gibson, 2006) with the p-value 0.078 and FDR 15%.

Chromatin modification regulatory layers (H3K4me3 and H3K27me3 marks) were also filtered for redundant profiles; 2Kb from the TSS was selected for the analyses and the datasets were normalized as described above.

### Meta-clustering multidimensional time-series and data visualization using Cytoscape

1563 genes and gene-products with changes in any three or more out of the six regulatory layers analyzed were selected for meta-clustering. Co-expression distance matrix has been constructed based on probabilities calculated for the corresponding pairwise correlation values  $r$  given the number of available for the comparison data points  $N$ :

$$d^{A-B} = p(r^{A-B}, N) \quad (3)$$

If the data for a given dimension was missing, the  $N$  takes this into account, thus making all data comparable even in the absence of detected changes in any given dimension for any given pair of genes. On the example below, comparison between the genes A and B is only available for two dimensions, mRNA and H3K4, but not for the protein dimension. In this case, the correlation is calculated only for 8 data points ( $N=8$ ) marked in red.

|        | mRNA |      |      |      | protein |      |      |      | H3K4 |      |      |      | ... |
|--------|------|------|------|------|---------|------|------|------|------|------|------|------|-----|
|        | Day0 | Day1 | Day3 | Day5 | Day0    | Day1 | Day3 | Day5 | Day0 | Day1 | Day3 | Day5 | ... |
| Gene A | data | data | data | data | NA      | NA   | NA   | NA   | data | data | data | data | ... |
| Gene B | data | data | data | data | Data    | data | data | data | data | data | data | data | ... |

Network layout and visualization was done using the publicly available Cytoscape (Otasek et al., 2019). <http://www.cytoscape.org/>. The two-dimension clustering was constructed in the form of co-expression gene networks using a force-directed Cytoscape layout. First, a Pearson similarity matrix was generated for the 1563 genes using all six regulatory layers for every gene. Second, a similarity cut-off value was established in order to identify the most significant correlations between the genes. The cut-off value was selected based on the connectivity of the resulting co-expression gene networks: high cut-off values produced many unconnected networks with low numbers of edges and low cut-off values produced high connectivity networks containing very large numbers of network edges. In this study the lowest possible similarity cut-off value was found, where all major network parts are connected. Both highly negative and highly positive correlations were considered ( $r < -0.8$ ;  $r > 0.8$ ). Based on this cut-off definition, the co-expression gene network in \*.gml format (graph mark-up language) was constructed and imported into Cytoscape. Force-directed Cytoscape layout repeatedly produced the same topology even with slight variations in layout parameters. **Table S1** contains all the data integrated and normalized for all the regulatory layers analyzed.

## **The role of Esrrb in the transcriptional hierarchy of pluripotency gene network. Integration of *in vivo* binding (ChIP) data and expression data**

In order to establish the position of Esrrb in the transcriptional hierarchy we collected and integrated two types of data for the three core pluripotency factors (Oct4, Nanog, Sox2) and Esrrb. The data included (i) the results of knockdown or knockout expression microarray studies from two to three independent sources and (ii) the results of *in vivo* chromatin immunoprecipitation studies from up to three independent sources.

Three knockdown expression datasets were found and taken into consideration for Esrrb (Ivanova et al., 2006; Feng et al., 2009) (plus one Esrrb dataset produced in this study), Nanog (Ivanova et al., 2006; Loh et al., 2006; Macarthur et al., 2012) Oct4 (Ivanova et al., 2006; Loh et al., 2006) and Sox2 (Ivanova et al., 2006). Consequently, all analyzed expression data sets were processed in a similar way: raw data was converted to log-space. 

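For the arrays of Esrrb depletion, the methods' test of day 1 against day 0 on the 19938 genes gave 4446 genes at an unadjusted p under 0.05, of which 2677 were higher and 1769 lower, and after adjustment by Benjamini and Hochberg 619 were higher and 401 lower. The moderated test of limma, which takes the spread from the arrays of all days and from other genes, called 4772 genes at an unadjusted p under 0.05. Among the 6 genes that Supplementary Table 5 lists for Esrrb depletion on these arrays, Esrrb, Tfcp2l1 and Nanog changed most.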

Significance of gene expression changes at the Day 1 versus Day 0 has been found from 2-tailed, 2-sample equal variance Student's t-test. Such analysis reveals genes quickly responding to concentration changes of the upstream regulator; so, the pool of the identified genes should contain many of the direct targets for the analyzed transcriptional regulator.

Direction of the immediate gene expression changes (sign, upregulation or downregulation) has been monitored in order to find whether the upstream regulator plays role as an activator or as a repressor for the downstream genes. Genes producing conflicting results with respect to different datasets were removed from consideration.

A score  $S_e$  reflecting the level of confidence has been assigned to each gene based on the number of knockdown expression studies supporting the gene's immediate response. If no significant changes were observed in two out of the three studies, we assigned  $S_e = 0$ , for two supporting studies we assigned  $S_e = 1$  and if supported by all three studies  $S_e = 2$ . Many transcription factors produced the highest expression score ( $S_e = 2$ ): Oct4 - 51 genes, Nanog - 14 genes, Esrrb - 18. Only 2 suitable datasets were found for Sox2, correspondingly the highest score in the case of Sox2 was  $S_e = 1$  (55 transcription factors).

ChIP data has been collected for each of the considered four pluripotency factors (Oct4, Nanog, Sox2, Esrrb)(Chen et al., 2005; Kim et al., 2008; Marson et al., 2008), including ChIP data for Esrrb produced in the current study. In the case of Oct4, Nanog and Sox2 ChIP data we compared 3 datasets and assigned a binding score  $S_b = 1$  to genes, reported as targets in two or three out of the three considered datasets and  $S_b = 0$  to all other genes.

Based on the described above expression ( $S_e$ ) and the chip ( $S_b$ ) scores, a combined evidence score  $S$  was calculated based on the following rule:

$$S = S_e + S_b \text{ for } S_e > 0 \quad (4)$$

$$S = 0 \text{ for } S_e = 0$$

**Table S5** shows the corresponding scores for all four considered core pluripotency factors. A signed and directed gene network, combining data from **Table S5** is shown in **Figure 5**. According to the rank analysis shown in the **Table S5**, Sox2 and Nanog occupy ranks #12 and #23 among transcription factors, Esrrb targets. Given 1578 mouse transcription factors considered in total, this translates to 0.8% and 1.5% top percentile or  $q=0.0076$  and  $q=0.0146$  correspondingly. Even more strikingly, Esrrb occupies the rank #2 among the Nanog targets (#3 is Sall4) and the same rank #2 among the Sox2 targets (rank #1 is Klf4). Among the Oct4 targets Esrrb occupies rank #25, higher than Sox2 (#64) and Nanog (#108).

The above analysis suggests that Esrrb is tightly linked to the other core pluripotency factors and it occupies the central position in the transcriptional hierarchy.

## DATA AVAILABILITY STATEMENT

All microarray data and ChIP-seq data are deposited at the Gene Expression Omnibus (GEO) database repository under accession number GSE-31842. <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE31842>. This link gives access to all data sets uploaded in this database repository organized in four different subseries GSE31640, GSE31791 and GSE33191.

## SUPPLEMENTAL REFERENCES

- Ayroles, J. F., and Gibson, G. (2006). [11] Analysis of Variance of Microarray Data. *Methods Enzymol.* 411, 214–233. doi:10.1016/S0076-6879(06)11011-3.
- Barrett, T., Troup, D. B., Wilhite, S. E., Ledoux, P., Evangelista, C., Kim, I. F., et al. (2011). NCBI GEO: Archive for functional genomics data sets-10 years on. *Nucleic Acids Res.* 39. doi:10.1093/nar/gkq1184.
- Benjamini, Y., and Hochberg, Y. (1995). Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. *J. R. Stat. Soc. Ser. B* 57, 289–300. doi:10.1111/j.2517-6161.1995.tb02031.x.
- Blake, J. A., Bult, C. J., Kadin, J. A., Richardson, J. E., and Eppig, J. T. (2011). The mouse genome database (MGD): Premier model organism resource for mammalian genomics and genetics. *Nucleic Acids Res.* 39. doi:10.1093/nar/gkq1008.
- Boyer, L. A., Tong, I. L., Cole, M. F., Johnstone, S. E., Levine, S. S., Zucker, J. P., et al. (2005). Core transcriptional regulatory circuitry in human embryonic stem cells. *Cell* 122, 947–956. doi:10.1016/j.cell.2005.08.020.

- Chen, C., Ridzon, D. A., Broomer, A. J., Zhou, Z., Lee, D. H., Nguyen, J. T., et al. (2005). Real-time quantification of microRNAs by stem-loop RT-PCR. *Nucleic Acids Res.* 33. doi:10.1093/nar/gni178.
- Edgar, R., Domrachev, M., and Lash, A. E. (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. *Nucleic Acids Res.* 30, 207–210. doi:10.1093/nar/30.1.207.
- Feng, B., Jiang, J., Kraus, P., Ng, J. H., Heng, J. C. D., Chan, Y. S., et al. (2009). Reprogramming of fibroblasts into induced pluripotent stem cells with orphan nuclear receptor Esrrb. *Nat. Cell Biol.* 11, 197–203. doi:10.1038/ncb1827.
- Gentleman, R. C., Carey, V. J., Bates, D. M., Bolstad, B., Dettling, M., Dudoit, S., et al. (2004). Bioconductor: open software development for computational biology and bioinformatics. *Genome Biol.* 5. doi:10.1186/gb-2004-5-10-r80.
- Guenther, M. G., Levine, S. S., Boyer, L. A., Jaenisch, R., and Young, R. A. (2007). A Chromatin Landmark and Transcription Initiation at Most Promoters in Human Cells. *Cell* 130, 77–88. doi:10.1016/j.cell.2007.05.042.
- Ivanova, N., Dobrin, R., Lu, R., Kotenko, I., Levorse, J., DeCoste, C., et al. (2006). Dissecting self-renewal in stem cells with RNA interference. *Nature* 442, 533–538. doi:10.1038/nature04915.
- Khulan, B., Thompson, R. F., Ye, K., Fazzari, M. J., Suzuki, M., Stasiek, E., et al. (2006). Comparative isoschizomer profiling of cytosine methylation: The HELP assay. *Genome Res.* 16, 1046–1055. doi:10.1101/gr.5273806.
- Kim, J., Chu, J., Shen, X., Wang, J., and Orkin, S. H. (2008). An Extended Transcriptional Network for Pluripotency of Embryonic Stem Cells. *Cell* 132, 1049–1061. doi:10.1016/j.cell.2008.02.039.
- Kuleshov, M. V., Jones, M. R., Rouillard, A. D., Fernandez, N. F., Duan, Q., Wang, Z., et al. (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res.* 44, W90–W97. doi:10.1093/nar/gkw377.
- Loh, Y. H., Wu, Q., Chew, J. L., Vega, V. B., Zhang, W., Chen, X., et al. (2006). The Oct4 and Nanog transcription network regulates pluripotency in mouse embryonic stem cells. *Nat. Genet.* 38, 431–440. doi:10.1038/ng1760.
- Macarthur, B. D., Sevilla, A., Lenz, M., Müller, F. J., Schuldt, B. M., Schuppert, A. A., et al. (2012). Nanog-dependent feedback loops regulate murine embryonic stem cell heterogeneity. *Nat. Cell Biol.* 14, 1139–1147. doi:10.1038/ncb2603.
- Marson, A., Levine, S. S., Cole, M. F., Frampton, G. M., Brambrink, T., Johnstone, S., et al. (2008). Connecting microRNA Genes to the Core Transcriptional Regulatory Circuitry of Embryonic Stem Cells. *Cell* 134, 521–533. doi:10.1016/j.cell.2008.07.020.
- Otasek, D., Morris, J. H., Bouças, J., Pico, A. R., and Demchak, B. (2019). Cytoscape Automation: Empowering workflow-based network analysis. *Genome Biol.* 20, 185. doi:10.1186/s13059-019-1758-4.

- Pruitt, K. D., Katz, K. S., Sicotte, H., and Maglott, D. R. (2000). Introducing RefSeq and LocusLink: Curated human genome resources at the NCBI. *Trends Genet.* 16, 44–47. doi:10.1016/S0168-9525(99)01882-X.
- Santos-Rosa, H., Schneider, R., Bannister, A. J., Sherriff, J., Bernstein, B. E., Emre, N. C. T., et al. (2002). Active genes are tri-methylated at K4 of histone H3. *Nature* 419, 407–411. doi:10.1038/nature01080.
- Sture Holm (1979). A Simple Sequentially Rejective Multiple Test Procedure. *Scand. J. Stat.* 6, 65–70. Available at: [https://scholar.google.es/scholar?hl=en&as\\_sdt=0%2C5&as\\_vis=1&q=A+simple+sequentially+rejective+multiple+test+procedure.+Scandinavian+Journal+of+Statistics+6%2C+65-70.&btnG=](https://scholar.google.es/scholar?hl=en&as_sdt=0%2C5&as_vis=1&q=A+simple+sequentially+rejective+multiple+test+procedure.+Scandinavian+Journal+of+Statistics+6%2C+65-70.&btnG=) [Accessed October 23, 2020].
- Zhang, X., Zhang, J., Wang, T., Esteban, M. A., and Pei, D. (2008). Esrrb activates Oct4 transcription and sustains self-renewal and pluripotency in embryonic stem cells. *J. Biol. Chem.* 283, 35825–35833. doi:10.1074/jbc.M803481200.

## SUPPLEMENTARY FIGURE LEGENDS

**Figure S1.** Esrrb rescue clone and experimental time course controls for different regulatory layers. In relation to Figure 1.

(A) Esrrb expression levels after Dox withdrawal. Endogenous levels of Esrrb mRNA are undetectable due to the constitutive shRNA (see Fig. 1A). Quantitative PCR data confirm expression of the exogenous form in presence of Dox (mean  $\pm$  SD for 3 replicates (n=3)). Lower panel, Western blot confirms downregulation of Esrrb and GFP in the absence of Dox. (B) qPCR analysis of early lineage differentiation markers. (C) Differentiation of mESCs shown by gradual changes in morphology and loss of alkaline phosphatase (AP) activity in cells maintained for 5 days without Dox. In presence of Dox cells maintain an undifferentiated phenotype. (D) Flow cytometry analyses of SSEA1 cell surface marker levels upon depletion of Esrrb. (E) Specificity of the anti-Esrrb antibody used for ChIP. Enrichment of Esrrb-bound chromatin was confirmed by Western blots using IgG as a non-specific control. The arrow indicates Esrrb. (F) Distribution of Esrrb ChIP-seq tags relative to the TSS. Tag counts were normalized to the total number of tags in each sequencing reaction. (G) Subcellular localization controls for iTRAQ samples. Equal amounts of total protein from cytosolic and nuclear fractions were analyzed by Western blots using anti-Tubulin (cytosolic marker), anti-Calnexin (endoplasmic reticulum marker) and anti-histone-H3 (nuclear marker). Western blot confirmation of Esrrb depletion and nuclear localization over the depletion time-course. (H) Hierarchical clustering of the significant log<sub>2</sub> fold protein level changes during the time-course. (I) Protein levels measured by iTRAQ correlate with Western blot results for Dnmt3a, Mov10, Klf5 and Creb1.

**Figure S2.** Visualization of dynamic changes across the analysed data dimensions. In relation to Fig. 2.

The dynamic changes are shown by colours in the context of the clusters shown in the Fig. 2. The colour scale changes from red (maximal expression) to green (absence of expression), see also the

colour bar in the left top corner. (Panels A-D) Changes in the mRNA levels, (E-H) Changes in the protein levels, (I-L) Changes in the promoter methylation, (M-P) Changes in the level of H3K4me3 methylation, (Q-T) Changes in the level of H3K27me3 methylation. The dynamics has been also represented in Movie S1.

**Figure S3.** Standard deviations in promoter methylation data. DNA methylome dynamics after Esrrb or Nanog depletion. In relation to Fig. 2.

(A) The figure shows errors in measurement of promoter methylation for genes shown in the Fig. 2J. The errors were calculated based on biological replicas and are represented as standard deviations interpolated to the entire time course of differentiation. (B) Hierarchical clustering of the set of genes with significant changes in promoter methylation after depletion of Esrrb or Nanog. GO categories based on Enrichr (Kuleshov et al., 2016) are depicted for the groups of genes whose methylation profiles follow the same trend or an opposite trend in the Esrrb versus Nanog time course.

**Figure S4.** Co-expression clustering of mRNA and protein time series data.

(A) The figure shows co-expression clustering of data containing genes significantly changing their mRNA and their protein levels. Cluster #1 shows genes upregulated upon Esrrb removal in both analysed dimensions. This cluster contains many differentiation markers, such as Gata6. Cluster #5 shows genes downregulated upon Esrrb, this cluster contains most pluripotency genes (labelled in red). Cluster #4 contains genes, where protein expression is delayed relatively to mRNA expression, Clusters #3 and #2 contain genes, where various significant discordances between the mRNA and the protein levels are observed. The dynamics has been also represented in Movie S2.

How the deposited data were processed for this re-analysis (not part of the article)

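Messenger RNA was measured on 12 Affymetrix Mouse Gene 1.0 ST arrays from Esrrb_R mouse embryonic stem cells at days 0, 1, 3 and 5 of Dox removal, with 3 biological replicates a day. Day 0 cultures had 1 µg/ml Dox. The authors normalized the arrays with the Robust Multichip Average in Expression Console and deposited log2 values, 1 per probe set and array. The version of the software is not given in the sources used here. No further normalization was applied in the main analysis. The values run from 1.61 to 14.69, in the range of log2 signals. Arrays have no read depth, and their number, their unequal quality and the signal over background limit the precision. The other measurements of the study (histone marks, promoter methylation, protein, TF binding and Nanog depletion) were not analysed here.

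Probe sets were named through the platform annotation. Of 35557 probe sets, 21789 had 1 symbol, 1621 several and 12147 none. Identifiers of 21698 named probe sets were found in a RefSeq gene table of assembly GRCm38.p6, which changed 0 symbols. Probe sets with a single symbol were averaged per gene, as the methods state (the mean reading of gene-specific probe sets). This gave 19938 genes, 18939 with 1 probe set and 999 with several. Probe sets with several symbols or none entered only the alternative that tests every probe set.

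Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) in 1 model with a mean per day, 8 residual degrees of freedom and 4.63 prior degrees of freedom. Days 1, 3 and 5 were each compared with day 0, day 3 with day 1 and day 5 with day 3, and the 3 contrasts against day 0 were tested together by a moderated F test. P-values were adjusted by Benjamini and Hochberg over all genes, with a threshold of 0.05. For 1 gene alone, 3 arrays against 3 allow no two-sided permutation p below 0.1. Gene lists were tested with camera at its preset correlation of 0.01, with camera at an estimated correlation, and with fry, which asks whether the genes of a list move on balance in 1 direction. Their p-values were adjusted over the lists within a day, and the members called were counted with p-values adjusted over all genes and adjusted over the list alone. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

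There were 26 lists, of naive and general pluripotency, primed epiblast, primitive streak and mesendoderm, mesoderm, neuroectoderm, primitive and visceral endoderm, trophectoderm, fibroblast markers, actin cytoskeleton, cell adhesion, Wnt target genes, Wnt ligands and receptors, Fgf and Erk, Lif and Stat3, and Bmp and Nodal signaling, DNA methylation, Polycomb repressive complex 2, germline, 2-cell-like, p53 target, interferon-stimulated, glycolysis, oxidative phosphorylation, proliferation and housekeeping genes. A gene can stand in several lists. Fibroblast markers were included because the line is maintained on mouse embryonic fibroblasts, although the paper states that the experiments used gelatin without feeder cells. Clusters of Supplementary Tables 1 and 3 were matched by symbol, 1466 of 1564 and 1534 of 1615 genes. The copy of Supplementary Table 1 lacks 15 of its columns, so only counts per gene were made for its clusters, without a list test.

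Some genes named in the text, such as Fgf4, fall outside the rule used here. Most of the genes named were chosen by this rule. It takes every gene that the paper names for these arrays or as a core factor, for each day the 10 largest rises and 10 largest falls among called genes whose 3 arrays all lie on 1 side of the day 0 arrays (leaving out clone and model symbols), up to 4 members of each list with the smallest adjusted p together with called members of the opposite direction, and up to 3 members of each cluster with the largest change. The values in the paper's own tables had been seen when the rule was written. Tbxt and Trp53 have no probe set with a single symbol here and are not reported.

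The day by which 50% of the day 5 change was reached was found by linear interpolation of day means, and its medians were compared by a two-sided permutation test with 100000 resamples over genes and a bootstrap interval of 2000 samples. Standard scores of day means were set beside the paper's tables with a tolerance of 0.05 for the share of genes that match, and for single genes were called apart when the signs differed or the gap was larger than the replicate SD on that scale. Genes were said to turn when the change from day 0 to day 3 and that from day 3 to day 5 were both called and opposite in sign. Before use, the tests were run on simulated data with 200 genes changed by 0.5, 1 or 2 on the log2 scale. At 0.5 they found 80.6% of the changed genes at day 1, 83.6% at day 3, 77.6% at day 5 and 80.6% over the time course. At 1 they found 100%, 97.0%, 100% and 98.5%, and at 2 all of them. The false calls among 19938 genes were 11, 15, 6 and 11.

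The alternatives were the replicate number as a block, a fit of the 2 days compared alone, the brightest probe set of a gene, every probe set, leaving out the 30% dimmest genes (a mean log2 signal under 6.28, with 13956 genes left), centring each array on its median, a further quantile normalization, a trended and robust variance, array weights, a 2-fold minimum, the methods' analysis of variance and t-test, and leaving out each array in turn.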

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

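The test of the fibroblast markers was chosen only after the result was seen, and the genes that turn at day 3 were found in the same data.

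Nanog, Klf4, Klf5, Tfcp2l1 and Tead4 fell by day 3 and rose from day 3 to day 5, by 0.37, 0.48, 0.28, 0.56 and 0.58 on the log2 scale, among 605 genes that fell and rose, while 869 rose and fell, each change tested by limma. Nanog was lowest at day 1 and rose by 0.18 from day 1 to day 3 (standard error 0.06, adjusted p = 0.047 from limma). Causes specific to day 3 therefore do not cover its low point. Klf4, Klf5, Tfcp2l1 and Tead4 fell from day 1 to day 3, by -0.36, -0.42, -0.60 and -0.59 (adjusted p at most 0.0032 from limma). Klf5 had not passed the test at day 1 (-0.14, adjusted p = 0.20 from limma). A shift of the day 3 arrays left by the authors' normalization is argued against as the whole cause, since 88.6% of the 605 genes kept both calls after a further quantile normalization. This covers shifts in the distribution of signals alone, on arrays already normalized against one another. The pattern depends on single arrays of day 3: 82.3% of the 605 genes kept both calls without replicate 1, 64.6% without replicate 2 and 67.8% without replicate 3. Feeder fibroblasts present at days 0 and 5 and missing at day 3 are argued against as the whole cause by the markers of these cells, of which 7 of 14 above the dim level were not lower at day 3 (median change -0.23 to day 3 and 0.07 from day 3 to day 5), with Mmp2 at 0.82 and Lox, at -2.43, still at -2.50 by day 5, although Col1a1, Col1a2, Col3a1, Postn and Dcn, 5 of all 17 markers, fell and rose. A loss of residual fibroblasts by day 3 followed by a rise of the same genes in differentiating cells stays open, as do a condition shared by the 3 cultures of day 3, which the labels do not give, and, for a part of the overlap, the use of the day 3 arrays in both intervals (97 to 134 genes fell and rose at an unadjusted p under 0.05 in 20 simulations with no change, and 0 at an adjusted p under 0.05). A candidate explanation in the design is a passing state at day 3 of Esrrb depletion, which was not tested.

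Genes of oxidative phosphorylation were lower at day 5, 15 of 19 with none higher (median -0.26; camera, adjusted p = 9.2e-05, and adjusted p = 0.22 with an estimated correlation), among them Ndufs1 (-0.34), Cox5a (-0.41), Cox6c (-0.31) and Uqcrc1 (-0.30), a group outside those the paper discusses. A shift of bright genes between arrays is argued against, because the median lay at percentile 0 of 10000 random lists matched on mean expression, whose medians were centred on -0.04 and reached -0.25 at the lowest. Array medians moved by the authors' normalization are argued against as well, because 100% of the 15 genes stayed lower after centring and after a further quantile normalization. The changes are small, and a change in the mixture of cell types by day 5 stays open. The removal of Dox itself and time in culture stay open too, because only day 0 had Dox and no array is a control for either. A lower expression of respiratory genes on the exit from pluripotency may be a biological explanation. It was not tested apart from a changed mixture of cell types, the removal of Dox or time in culture.

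The precursors of the miR-302 and miR-367 cluster rose at day 5 by a median of 3.39 on the log2 scale, whose size is less sure than its direction because their day 0 signals lay among the dimmest 30% of genes, under 6.28, Mir302c from 5.37 ± 0.08 to 8.95 ± 0.38 (SD, n = 3 each; adjusted p = 1.7e-08 from limma) and Mir302d by 3.39, with little change at day 1 (0.16 for Mir302c, not past the test), and the paper does not discuss them. Signal from Larp7, the gene whose intron holds the cluster, is argued against, as Larp7 changed by 0.21 (standard error 0.06, adjusted p = 0.014 from limma), 6.28% of the precursors' median, a call lost without day 0 replicate 3 (adjusted p = 0.054) or day 5 replicate 1 (0.053), with the brightest probe set (0.054) and with the 2 days alone (0.057). A rise of microRNA probe sets in general is argued against, as the other 295 precursors had a median change of -0.022, with 15 higher and 16 lower. Hybridization between the near-identical members stays open, so the share of each member is not known, and mature microRNAs were not measured on these arrays. A candidate biological explanation is transcription of the cluster as cells leave the naive state, which was not tested.

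Other groups had these counts. Germline genes were lower at day 5, 11 of 14 (camera, adjusted p = 3.9e-07, and adjusted p = 0.21 with an estimated correlation). Trophectoderm genes were higher at day 5, 8 of 17 with 1 lower, where 35.0% of all genes were called (camera, adjusted p = 6.8e-04, and adjusted p = 0.21 with an estimated correlation). Primed epiblast genes were higher at day 1, 10 of 14 (camera, adjusted p = 6.4e-11, and adjusted p = 0.039 with an estimated correlation).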

How the results depend on the processing

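The comparison of standard scores by day medians and the paired test of Supplementary Table 5 were chosen only after the values were seen. No named gene that was run under the alternatives and no list test called by camera reversed its direction there. With centring, however, 767 genes fell and rose and 666 rose and fell, which turns the order of these counts (605 and 869). Of 22180 values of named genes under the alternatives, 21390 kept their side of the threshold, 507 lost and 283 gained it. Of 49 list tests called by camera, 14 kept their call with an estimated correlation (4 of 32 for gene lists and 10 of 17 for clusters that the study chose on these arrays), 41 of 48 without dim genes (the 2-cell-like list then has no value), 45 after a further quantile normalization, 47 with a trended and robust variance, all 49 with centring, array weights or the brightest probe set, and 560 of 588 values with 1 array left out. All 32 list calls run with fry were kept, a weak check, because fry also called lists that camera did not. An example is the housekeeping genes at day 5 (fry, direction down, adjusted p = 5.8e-04, and camera, adjusted p = 0.65). Over all genes no scaling moved the share of higher calls at a day by more than 10 percentage points. It moved by more in cluster 7, from 5 higher and 12 lower to 3 and 16 with centring, and in cluster 8, from 21 and 8 to 19 and 13 with centring and 20 and 16 after a further quantile normalization. The moderated F test has no form for 2 days alone.

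The values show no sign that the replicate numbers pair the arrays, although the paper's day 1 p-values match a test paired by them, so a pairing stays open. Deviations of arrays with the same number correlated between -0.17 and 0.071, those with different numbers between -0.13 and 0.18, and 2 of 12 arrays were closest to their own number. With the replicate number as a block, 1069 genes were higher and 773 lower at day 1, 2502 and 2397 at day 3 and 3332 and 3331 at day 5, 539 genes fell and rose, and 1 of 49 list calls (48 kept) was lost.

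Counts moved by more than 1.5 times in these cases, and unless the construction shows it the cause was not tested. A 2-fold minimum, which can only lower a count, left 23 higher and 40 lower at day 1, 138 and 203 at day 3, 392 and 286 at day 5 and 779 over the time course, and the methods' analysis of variance with Bonferroni correction and that minimum left 420. The methods' t-test gave 619 higher and 401 lower at day 1. With 1 array left out, the day 1 counts ran from 734 to 1384 higher (811 without day 0 replicate 1, 807, 797 and 734 without day 1 replicates 1, 2 and 3) and from 502 to 971 lower (550 without day 1 replicate 1, 502 without replicate 3). In cluster 7, 5 genes were higher, 9 without dim genes, 3 with centring, 8 with a trended and robust variance and 8 with array weights, and with 1 array left out 3 to 7 were higher and 6 to 12 lower. In cluster 8, 8 were lower, 15 without dim genes, 13 with centring, 16 after a further quantile normalization and 3 to 13 with 1 array left out. In cluster A, 15 were higher, 9 after a further quantile normalization and 9 to 14 with 1 array left out. Of the genes of Supplementary Tables 1 and 3, 15.3% and 17.6% had standard scores within 0.05 of the paper's at every day, and 96.3% and 97.6% when day medians of the best probe set were used.

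Signal over background limits the dim genes, and small counts rest on calls near the threshold.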

Differences from the paper's values

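The paired comparison and the day medians named here were chosen after seeing the values, and the other alternatives before the data were examined.

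Supplementary Table 5 gives a p-value for day 1 of Esrrb depletion for 6 genes, and their log2 changes match the values here to 2 decimals. The paper's p is 0.0002 for Esrrb, where limma's unadjusted p is 8.1e-14 and the methods' t-test gives 2.7e-07. For Tfcp2l1 the paper's p is 0.00023, limma's 1.2e-09 and that of the methods' t-test 1.9e-07. For Tbx3 they are 0.0031 in the paper, 4.1e-07 and 2.9e-05, for Sox2 0.0003 in the paper, 0.0020 and 0.0065, for Klf4 0.018 in the paper, 1.4e-05 and 0.0031, and for Nanog 0.0021 in the paper, 9.1e-09 and 2.8e-04. The methods' t-test, chosen in advance, leaves all 6 apart from the paper's values. The same test paired by replicate number, chosen after seeing the values, gives 0.000196, 0.000227, 0.0031, 0.000304, 0.018 and 0.0021 in the same order and closes the gap for all 6, with each still below 0.05.

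Of 6 genes compared singly, 3 have standard scores apart from the paper's Supplementary Table 1, by more than the replicate SD or in sign. A gap within the SD is said to close, even where it is over 0.05. For Pou5f1 at day 3 the paper's score is -0.00053 and that of the day means here 0.134, and neither the brightest nor the best probe set (both 0.134) closes the gap. For Dppa2 at day 1 the paper's score is 0.744 against 0.777, which neither probe set (both 0.770) closes, and at day 3 -0.283 against -0.388, which the brightest and the best probe set (-0.336) close. For Dppa4 at day 1 the paper's score is 0.679 against 0.774, which neither the brightest (0.830) nor the best probe set (0.716) closes, and at day 3 0.0902 against -0.0166, which the best probe set (0.0313) closes and the brightest (-0.0638) does not. Medians of the 3 arrays of a day with the best probe set, chosen after seeing the values, close all 5 gaps.

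The paper's text gives 11324 genes changing over the time course, and the methods' analysis of variance at a false discovery rate of 15% gave 10795 here, that at 5% 8555 and the moderated F test of limma 9083, each within 1.5 times of it. With the Bonferroni correction and the 2-fold minimum of the methods the count was 420, and the paper's text does not say that its number was made with these.

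Some statements of the paper differ from the tallies here. The paper found no courses beyond a fall or a rise in its network of several kinds of measurement, and in messenger RNA alone 34 of 662 matched genes of cluster A fell by day 3 and rose again and 28 rose and fell, and 61 and 95 of 804 of cluster B. It connects the loss of Esrrb with an active Wnt pathway, and of 14 Wnt target genes 3 were higher and 4 lower at day 5, although 16 of 24 ligands and receptors were higher and 2 lower.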

Other observations

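The comparisons of the real grouping of the arrays with other splits of them were chosen only after the counts were seen.

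Metabolic, germline and epigenetic genes changed as follows. Of 13 genes of glycolysis, 9 were higher and 1 lower at day 3 (9 and 2 adjusted over the list alone; camera, adjusted p = 8.6e-05, and adjusted p = 0.18 with an estimated correlation). The glucose transporters Slc2a1 and Slc2a3 rose by 0.78 and 0.37 at day 3, phosphofructokinase Pfkl by 0.64 and aldolase Aldoa by 0.44 (adjusted p at most 9.7e-05 from limma). From day 3 to day 5, 9 glycolysis genes fell and 1 rose, and at day 5, 4 were higher, with Slc2a1 at 0.91, and 3 lower, with Pfkp at -1.13 and the kinase Pdk1 at -0.55 (camera, adjusted p = 0.57). Germline genes, which promoter methylation silences in somatic cells, fell, with 8 of 14 lower at day 3 and 11 at day 5 and none higher at either day, counts that were the same adjusted over the list alone (median -0.97 at day 5; camera, adjusted p = 3.9e-07, and adjusted p = 0.21 with an estimated correlation). Rpl10l changed by -1.59, Hormad1 by -1.47, Mael by -1.24 and Ddx4 by -0.97 at day 5. Of 9 genes of DNA methylation, 5 were lower and 2 higher at day 5 (5 and 3 adjusted over the list alone; camera, adjusted p = 0.021, and adjusted p = 0.22 with an estimated correlation). The dioxygenases Tet2 and Tet1 changed by -1.67 and -1.40, and Tet3 rose by 0.24. Of 9 genes of Polycomb repressive complex 2, 6 were lower and 1 higher (7 and 1 adjusted over the list alone; camera, adjusted p = 0.0036, and adjusted p = 0.22 with an estimated correlation), with the accessory subunits Mtf2 at -0.83, Phf19 at -0.76 and Jarid2 at -0.59, the core subunit Eed at -0.54, and Rbbp7, a histone chaperone, higher (0.32).

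At day 5 other lists had these counts. Of 13 genes of Bmp and Nodal signaling, 5 were higher and 6 lower (camera, adjusted p = 0.79). The activin subunit Inhba (-1.45) and Smad7 (-0.88) fell, and the Bmp targets Id2 (0.88), Id3 (0.74) and Id1 (0.46) and the receptor Bmpr1a (0.49) rose. Of 12 p53 target genes, 5 were higher and none lower (5 and 1 adjusted over the list alone; camera, adjusted p = 0.064), with Perp at 1.53, Btg2 at 0.81 and Plk2 at 0.62. Of 4 genes of the 2-cell-like state, 2 were lower, Tmem92 (-0.65) and Zfp352 (-0.59), and none higher (3 lower adjusted over the list alone; camera, adjusted p = 0.047, and adjusted p = 0.22 with an estimated correlation), a list call lost without day 0 replicate 1 (adjusted p = 0.072) or 3 (0.051), day 3 replicate 1 (0.051) or 3 (0.050) and day 5 replicate 2 (0.056), with a trended and robust variance (0.056) and after a further quantile normalization (0.052). Of 13 interferon-stimulated genes, 3 were higher and 2 lower (camera, direction up, adjusted p = 0.82; median -0.01 and mean 0.02), with Ifitm3 at 0.54 and Irf9 at -0.43. Of 15 proliferation genes, 1, Mki67 (0.24), was higher and 3, Ccne1 (-0.45), Tyms (-0.35) and Rrm2 (-0.25), were lower (camera, direction down, adjusted p = 0.79; median 0.01 and mean -0.05). Of 10 housekeeping genes, 2 were higher and 4 lower (camera, adjusted p = 0.65), and Hprt, often used as a reference transcript, changed by -1.04 (standard error 0.06, adjusted p = 2.9e-08 from limma). The fibroblast markers were 3 higher and 4 lower at day 5 (3 and 5 adjusted over the list alone; camera, adjusted p = 0.54), with Prrx1 at -1.27 and Twist2 at 0.43.

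Other genes that the paper names in its text or supplement had these values. The nuclear receptor Nr6a1 rose by 0.32, 0.85 and 1.45 at days 1, 3 and 5 (adjusted p = 1.9e-09 at day 5 from limma). Zfp57 (-1.45), Fbxo15 (-1.07), Rest (-0.76), Nefl (-0.72), Mllt6 (-0.45), Spred2 (-0.37), Cbx1 (-0.35) and Trim25 (-0.33) fell at day 5, and Rai1 (0.31) and Mov10 (0.29) rose. Sumo3 (-0.12, adjusted p = 0.12), Zfp281 (-0.14, adjusted p = 0.11), Cdx1 (0.11, adjusted p = 0.38), Cdx2 (-0.02, adjusted p = 0.83) and Eomes (0.39, adjusted p = 0.15) did not pass the test of limma at day 5.

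Other splits of the arrays called fewer genes than the days did. Over the time course the days gave 9083 genes and the highest of the other splits 2448, and 1 of 100 splits, the real one, gave as many, which excludes chance at a share of 0.05. For days 1, 3 and 5 against day 0 the days gave 2180, 5294 and 6980 genes, for day 3 against day 1 4151 and for day 5 against day 3 5043, with at most 0 in any other split. There 1 of 10 splits gave as many in each comparison, and 10 splits are too few for a share under 0.05.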
